# Bromodomain inhibitor i-BET858 triggers a unique transcriptional response coupled to enhanced DNA damage, cell cycle arrest and apoptosis in high-grade ovarian carcinoma cells

**DOI:** 10.1186/s13148-023-01477-x

**Published:** 2023-04-15

**Authors:** Marcos Quintela, David W. James, Agne Pociute, Lydia Powell, Kadie Edwards, Zoe Coombes, Jetzabel Garcia, Neil Garton, Nagindra Das, Kerryn Lutchman-Singh, Lavinia Margarit, Amy L. Beynon, Inmaculada Rioja, Rab K. Prinjha, Nicola R. Harker, Deyarina Gonzalez, R. Steven Conlan, Lewis W. Francis

**Keywords:** Ovarian cancer, BETi, Advanced therapeutics, Drug development, i-BET858

## Abstract

**Background:**

Ovarian cancer has a specific unmet clinical need, with a persistently poor 5-year survival rate observed in women with advanced stage disease warranting continued efforts to develop new treatment options. The amplification of BRD4 in a significant subset of high-grade serous ovarian carcinomas (HGSC) has led to the development of BET inhibitors (BETi) as promising antitumour agents that have subsequently been evaluated in phase I/II clinical trials. Here, we describe the molecular effects and ex vivo preclinical activities of i-BET858, a bivalent pan-BET inhibitor with proven in vivo BRD inhibitory activity.

**Results:**

i-BET858 demonstrates enhanced cytotoxic activity compared with earlier generation BETis both in cell lines and primary cells derived from clinical samples of HGSC. At molecular level, i-BET858 triggered a bipartite transcriptional response, comprised of a ‘core’ network of genes commonly associated with BET inhibition in solid tumours, together with a unique i-BET858 gene signature. Mechanistically, i-BET858 elicited enhanced DNA damage, cell cycle arrest and apoptotic cell death compared to its predecessor i-BET151.

**Conclusions:**

Overall, our ex vivo and in vitro studies indicate that i-BET858 represents an optimal candidate to pursue further clinical validation for the treatment of HGSC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13148-023-01477-x.

## Background

Ovarian cancer (OC) remains one of the five leading causes of cancer-related mortality in women worldwide, accounting for approximately 4000 deaths in 2017 in the UK [1, 2]. Elevated mortality rates can be attributed to the asymptomatic nature of early disease states as well as a lack of long-term effective treatment strategies for advanced conditions.

The term OC encompasses a variety of tumours with differing cells of origin that involve the ovary, of which epithelial represents the vast majority [3]. Epithelial carcinomas can be further subdivided into various histological subtypes that exhibit distinct clinical features, responses to chemotherapies and outcomes: high-grade/low-grade serous, endometrioid, clear cell and mucinous [4]. High-grade serous carcinomas (HGSC) are the most common, as they account for ~ 75% of all epithelial ovarian cancers, and are one of the most aggressive subtypes [5]. The genomic landscape of HGSC is characterised by universal mutations in the *TP53* tumour suppressor [6], alterations in a variety of genes involved in homologous recombination DNA repair pathways such as BRCA1/2 and widespread copy number alterations [7]. The surprisingly low abundance of recurrent somatic alterations highlights a need for individualised therapies. At present, only a few molecular targeted strategies such as PARP inhibitors aimed at patients with BRCA1/2 mutations (~ 20–25% HGSC) are yielding significant clinical benefits [8].

Altered patterns of epigenetic modifications, such as methylation and acetylation of histones, are common in many human cancers [9]. Mediators of histone acetylation including histone acetyl-transferases (HATs), histone deacetylases (HDACs) and readers of acetylation such as bromodomain (BRD)-containing proteins are often deregulated and constitute promising classes of therapeutic targets [10].

The most studied group of BRD-containing proteins are the bromodomain and extra-terminal domain (BET) family, comprised of BRD2, BRD3, BRD4 and BRDT, characterised by the presence of two tandem bromodomains (BD1/BD2) with preferential interaction towards diacetylated peptides present in histone tails [11, 12]. BET proteins are ubiquitously expressed across human cell types and have overlapping functions although they are not fully functionally redundant [13]. BRD2 and more so BRD4 (80% identity at the amino acid level) are known to have crucial roles involving cell cycle regulation, proliferation and DNA damage repair [14, 15], whereas little is known about the biological functions and the potential roles in disease of BRD3 [16]. BRD4 is considered to have a broader role in transcriptional activation and is regarded as the primary BET protein required to maintain steady state gene expression [13, 17]. However, all BET proteins are required for specific gene transcription and cooperation between them is required to efficiently induce gene expression following stimuli [18].

Several lines of evidence from preclinical studies indicate a role of BET proteins in cancer, providing the rationale for targeting BET proteins for the development of new anti-cancer drugs. Bromodomain inhibitors (BETi) are small molecule inhibitors aimed at blocking the interaction between BET proteins and acetylated lysines, resulting in displacement of bromodomain-containing proteins from chromatin. Several BETis have been developed by GSK and others, including JQ1 [19], i-BET726 [20] and i-BET151 [21]. Ongoing phase I and II clinical trials are evaluating the safety and efficacy of such compounds in a range of haematologic malignancies and solid tumours [22]. Importantly, BETi have been shown to induce significant clinical remissions whilst selectively inhibiting the transcription of only a few hundred genes in certain disease settings demonstrating their specificity [23, 24, 25].

The rationale for the use of BETi in OC is multi-faceted, and includes the presence of relatively frequent, recurrent focal gene amplification of BET-related oncogenes such as c-MYC, and more importantly of BRD4 itself [26]. BRD4 amplification occurs most frequently in HGSC patients (~ 18%) and is correlated with poor clinical outcomes [27]. The effects of BETi in OC seem to mirror events observed previously in different cancer backgrounds, eliciting significant anti-proliferative effects regardless of histological subtype [28, 29]. BETi-associated attenuation of OC cell growth has been linked mainly to cell cycle arrest and cellular apoptosis [28, 30, 31], although other affected cell functions like metabolism and oxidative stress have also been specified [28]. A significant number of signalling pathways known to be de-regulated in OC have been identified as potential targets of BETi, including FOXM1, JAK/STAT and the SWI/SNF remodelling complex [29, 32, 33].

On-going phase I/II clinical trials for several solid tumours including OC have shown favourable pharmacokinetic profiles with relatively high levels of toxicity [22], suggesting that increased efforts are needed in order to identify BETi that offer reduced toxicity and increased tumour specificity. i-BET858 is a bivalent pan-BETi with proven in vivo inhibitory activity and high selectivity towards the BET family over other bromodomains such as BRD7 and BRD9 (> 1,000-fold) that was originally linked to the development of autism-like syndrome in mice [34]. Because of the relatively limited efficacy of early BETi in OC models, we set out to elucidate whether i-BET858 displayed any enhanced levels of efficacy in HGSC. Viability assays performed in both ovarian cancer cell lines of HGSC origin as well as patient derived clinical samples revealed an enhanced cytotoxic activity of i-BET858 compared with other BETi. Whilst the mechanism of action of i-BET858 on DNA damage, cell cycle blockade and apoptosis did not differ significantly from that of other BETi, these mechanistic effects were induced at lower concentrations.

## Results

### i-BET858 inhibits cell viability in cellular models and primary patient derived samples

The effect of i-BET858 on cell viability was compared to the BETi compounds i-BET151 and i-BET726 using a panel of OC cell lines representative of HGSC (SKOV3, OVCAR-3, CAOV3, UWB1.289) that were cultured as monolayers (2D) and spheroids (3D). Initially, BRD2, BRD3 and BRD4 expression levels were determined in the cell line panel (Fig. 1A). All OC cell lines exhibited consistent expression levels of at least two BRDs, suggesting that any differences observed in half-maximal inhibitory concentrations (IC_50_) would not stem from differing target expression (Fig. 1B). Within 48 h of treatment, all three compounds significantly inhibited the growth of all OC cell lines in a dose-dependent manner (Fig. 1B and D). Compounds i-BET858 (IC_50_: 200 nM-1.2 µM) and i-BET726 (IC_50_: 300 nM-3.5 µM) displayed nanomolar efficiency on most monolayer cultures, whereas i-BET151 consistently exhibited micromolar efficiency (IC_50_: 1.3 µM-3.2 µM) (Fig. 1D). Overall, the efficacy of i-BET726 (IC_50_: 1.3 µM-8 µM) and i-BET151 (IC_50_: 1.3 µM-9.5 µM) on 3D spheroids was significantly lower (Fig. 1C and D). In contrast, i-BET858 exhibited nanomolar efficiency in 3D spheroids (IC_50_: OVCAR-3 300 nM; CAOV3 700 nM) (Fig. 1C–E), suggesting that higher potency, increased penetration, or both were achieved compared to other BETi compounds.

**Fig. 1:**
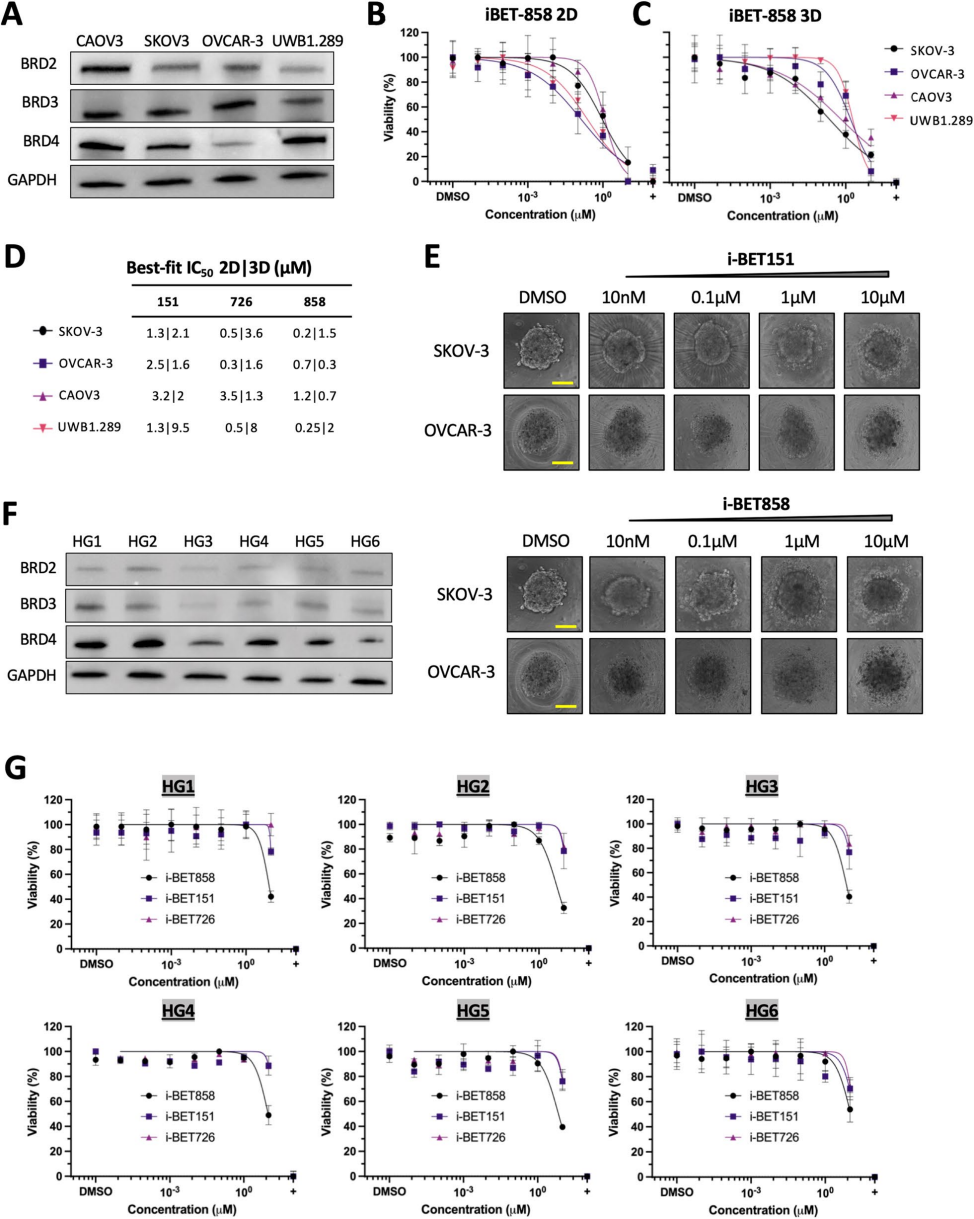
i-BET858 exhibits increased efficacy compared to other BETi in cell lines and primary samples. **A** Protein lysates from ovarian cancer cell lines were subjected to western blot analyses to study basal BET protein expression (BRD2, BRD3, BRD4). GAPDH was used as loading control. **B**, **C** and **D** Determination of IC_50_ values (µM) using 2D (**B**) and 3D (**C**) models of ovarian cancer cell lines. Cells were treated for 48 h with varying concentrations of i-BET858, i-BET151 and i-BET726 (10 pM–10 µM). DMSO was used as vehicle control, and staurosporine was used as positive control (+). (**E**) Microscopy images of 3D spheroids of SKOV3 and OVCAR-3 cells treated with varying concentrations of i-BET151 and i-BET858 (10 nM–10 µM) and vehicle control. Scales represent 100 µm. (**F**) Protein lysates from patient derived primary cells were subjected to western blot analyses to study basal protein expression of BRD2, BRD3 and BRD4. GAPDH was used as loading control. (**G**) Determination of IC_50_ values (µM) using 2D models of HGSC primary cells treated for 48 h with varying concentrations of i-BET858, i-BET151 and i-BET726 (10 pM–10 µM)

To evaluate whether comparative efficacy of i-BET858, i-BET151 and i-BET726 was similar in primary cells, an initial evaluation using six tumour derived samples from patients with diagnosed late stage HGSC (HG 1–6) was undertaken (Additional file 1: Table S2). Prior to BETi treatment, we assessed the expression levels of BRD2, BRD3 and BRD4 (Fig. 1F). As opposed to the panel of cell lines, patient derived cells primarily expressed BRD4 and exhibited low levels of BRD2 and BRD3. Primary cells were grown as monolayers and subsequently treated for 48 h with increasing doses of BETi. Similar results were observed for i-BET151 and i-BET726 (IC_50_ > 10 µM), whereas i-BET858 displayed a marginally enhanced cytotoxic activity in 5 of the 6 patient derived samples (HG1 = 8.5 µM, HG2 = 5.2 µM, HG3 = 6.7 µM, HG4 = 9.6 µM, HG5 = 6.9 µM, HG6 = 10 µM) (Fig. 1G). Whilst elevated levels of BET proteins including BRD4 have been previously linked with higher BET sensitivity in OC cells [33], the effects seen for i-BET858 did not appear to be linked to BRD levels, as cell viability did not correlate with BET expression across the clinical samples (Fig. 1G).

### Transcriptome profiling reveals distinct regulatory effects for i-BET858

RNA-sequencing (RNA-seq) was undertaken on OVCAR-3 samples treated for 4 and 24 h with 1 µM of i-BET858 and i-BET151 to understand the comparative transcriptomic effects of i-BET858. 

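OVCAR-3 is an established high-grade serous ovarian cancer cell line. RNA was sequenced after 4 or 24 h with 1 µM i-BET858, 1 µM i-BET151 or DMSO, in 3 biological replicates of each of the 6 conditions. The authors enriched poly-A RNA, sequenced it as paired-end reads on a NovaSeq instrument, aligned the reads to GRCh38 with STAR and counted them on each gene with the same program. The deposited values of the 18 libraries are these counts, without normalization. The paper's methods name neither the gene annotation nor the strand setting of the counting, which limits the counts of genes whose exons overlap another gene. Library totals ranged from 27323969 to 46299994 counts, with a median of 32267434. At 4 h the group medians were 31921980 with DMSO (31533173 to 36497446), 32599519 with i-BET858 (28797010 to 39432226) and 28594022 with i-BET151 (27323969 to 37343752). At 24 h they were 30388874 with DMSO (27534213 to 30732002), 36430799 with i-BET858 (36427001 to 46299994) and 34015734 with i-BET151 (31935349 to 39771042). A transcript without a count in a library lay under 3 counts, which is 0.0648 to 0.110 CPM (counts scaled to a common library size) and covers counting error only. Between 17817 and 20642 genes had a count in the libraries of replicate 3, against 23674 to 24947 in replicate 1 and 23807 to 24938 in replicate 2. Replicates 1 and 2 are therefore also reported without replicate 3, and replicate 3, with 1 library per condition, by itself and without a test. The 9 libraries of a time point were fitted together with edgeR's quasi-likelihood model after TMM normalization and edgeR's filter on low counts, with Benjamini-Hochberg adjustment over the genes tested. Transcripts with an adjusted p under 0.05 and a fold change of at least 2 in either direction were called differentially expressed. The paper's methods name DESeq2 with an FDR under 0.05, and DESeq2 was run as an alternative. The transcripts that the paper lists as changed, where they could be read, all had a fold change of at least 2. Each comparison sets 3 treated libraries against 3 DMSO libraries, which makes 9 pairs.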

Principal component analysis (PCA) revealed a significant separation between the controls (DMSO) and treatment samples (Fig. 2A), suggesting a genome-wide effect of both i-BET858 and i-BET151 on the OVCAR-3 transcriptome. Both BETi samples grouped on treatment duration (4-24 h) suggesting different time-dependent-related gene expression (Fig. 2A), consistent with a previous report [29].

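The principal components were computed from the log2 CPM of the 500 most variable genes. The first component held 46.0% of the variance and the second 24.2%. On the first component the DMSO libraries lay at −31.3 ± 4.42 (SD, n = 3) at 4 h and at −31.3 ± 7.23 at 24 h. Libraries treated with i-BET858 lay at 0.979 ± 6.76 after 4 h and at 34.1 ± 2.09 after 24 h, and those treated with i-BET151 at −1.10 ± 6.17 and 28.6 ± 1.30. Treated libraries were 47.0 higher than the DMSO libraries of the same time point (two-sided exact permutation test within time points, p = 1.42e-04, the smallest that 7056 arrangements can give). With Benjamini-Hochberg adjustment over the 9 comparisons made on the first 3 components, this exact permutation test gave an adjusted p = 0.00128. The difference was 45.1 in replicates 1 and 2 and 50.7 in replicate 3. On the second component treated libraries were 16.0 lower (−16.0, −17.6 in replicates 1 and 2 and −12.8 in replicate 3, exact permutation test, p = 0.0262, adjusted p = 0.0590). This difference came from 4 h, where the means were −28.8 with i-BET858 and −18.3 with i-BET151 against 8.92 with DMSO. At 24 h they were 10.2 and 15.6 against 12.4. Among the other settings, the share of the first component moved most when all genes that passed the filter were used, to 30.2%. The third component held 12.2% of the variance, and 75.5% of it lay between replicate numbers.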

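Among the treated libraries, those taken at 24 h lay 31.5 higher than those at 4 h on the first component and 36.5 higher on the second. A two-sided exact permutation test within each drug gave p = 0.005 on each, the smallest that 400 arrangements can give (adjusted p = 0.015 over the same comparisons). In replicates 1 and 2 the differences were 26.9 and 35.6, and in replicate 3 they were 40.5 and 38.2. The time point held 92.8% of the variance of the treated libraries on the first component. On the second component the means were −28.8 ± 9.41 (SD, n = 3) after 4 h and 10.2 ± 10.0 after 24 h with i-BET858, and −18.3 ± 9.97 and 15.6 ± 12.2 with i-BET151. The DMSO libraries lay at 8.92 ± 5.12 and 12.4 ± 10.8. Between the 2 drugs, an exact permutation test that takes no account of replicate numbers gave p = 0.190, 0.205 and 0.655 on the first 3 components. Within the 6 pairs of the same replicate number and time, a comparison chosen after seeing the data, i-BET858 lay higher than i-BET151 on the first component in 6 (mean difference 3.78) and lower on the second in 6 (mean difference −7.94). An exact sign-flip permutation test gave p = 0.0312 on each, the smallest that 64 arrangements can give (adjusted p = 0.0469 over the 3 components), and p = 0.188 on the third.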

**Fig. 2:**
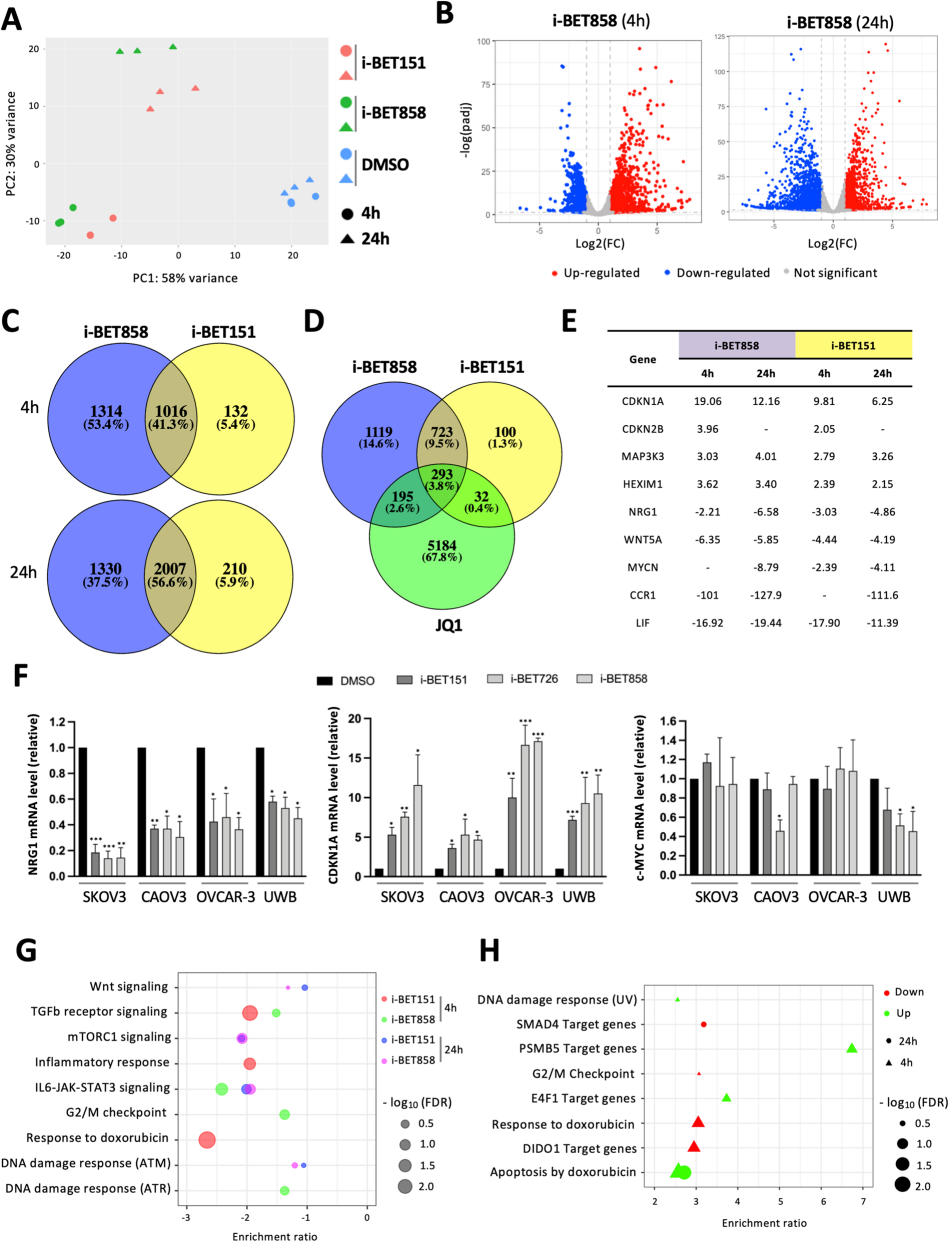
Transcriptome analyses of i-BET858 treatment highlight known BETi-associated pathways as well as unique features. **A** Principal component analysis (PCA) showing the distribution of data following RNA-sequencing of OVCAR-3 samples treated with i-BET858, i-BET151 and DMSO control for 4 and 24 h. Three biological replicates of each sample were sequenced. **B** Volcano plots displaying gene expression levels after 4 and 24 h of i-BET858 treatment (1 µM) in comparison with the DMSO control. Grey dots represent transcripts whose expression did not change significantly as a result of treatment, whilst red and blue dots represent transcripts that were up and down-regulated, respectively. **C** Venn diagram comparisons of differentially expressed genes between i-BET858 and i-BET151 treatments after 4 and 24 h. **D** Venn diagram comparison of differentially expressed genes between i-BET858 (4 h, 1 µM), i-BET151 (4 h, 1 µM), and JQ1 (0.125 µM, 40 min, GSE77568). **E** Table summarising expression changes on genes associated with a core BETi response. **F** Cell lysates of SKOV3, CAOV3, OVCAR-3 and UWB1.289 (UWB) cell lines were subjected to qRT-PCR validation to confirm changes in expression levels of NRG1, p21 and c-MYC targets. **G** Gene set enrichment pathway analysis of differentially expressed genes after 4 and 24 h of i-BET858 and i-BET151 treatments. **H** Gene over-representation pathway analysis of differentially expressed genes uniquely affected with i-BET858 treatment. All values represent the mean ± standard deviation (SD) of three biological samples (*P < 0.05, **P < 0.01, ***P < 0.001)

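After 4 h, 17192 transcripts passed the filter. With i-BET858, 2421 were differentially expressed against the DMSO control, 1217 higher and 1204 lower. With i-BET151, 1220 were differentially expressed, 709 higher and 511 lower. The 1133 called with both drugs all changed in the same direction, 695 higher and 438 lower. They made up 45.2% of the 2508 transcripts called with either drug (95% Wilson interval 43.2 to 47.1%, which takes genes as independent, and jackknife error 6.94 percentage points over the 9 fits that each left out 1 library). The counts moved most when the fold change was left out of the criterion, to 5303 and 2791. Without replicate 3, 3329 and 1881 were called. With total library size in place of TMM factors, 37.5% of the i-BET858 calls were higher instead of 50.3%, and the median log2 fold change over all genes moved from 0.02 to −0.14. Both comparisons use the same DMSO libraries, which alone makes the log2 fold changes of the 2 drugs similar. In 20 simulations in which neither drug changed any gene, their correlation across genes was 0.50, and 66.6% of genes moved the same way. In the data the correlation was 0.883 and 85.7% of genes moved the same way. Genes are not independent replicates. The correlation was 0.924 in replicates 1 and 2 and 0.552 in replicate 3.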

Differential gene expression analysis after 4 h of treatment revealed that approximately half of the transcripts significantly altered (41.3%) were shared between i-BET151 and i-BET858 (Fig. 2B, C and Additional file 2), indicating that whilst there may be a core gene network linked to BETi, there were significant differences between the effects of these two inhibitors. 

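After 4 h, 1288 transcripts (51.4% of those called with either drug, 95% Wilson interval 49.4 to 53.3%, jackknife error 10.6 points) were called only with i-BET858, and 87 (3.47%) only with i-BET151. Of these 1288, 607 (47.1%) also had an adjusted p under 0.05 with i-BET151 without reaching the fold change, in the same edgeR test. Their median log2 fold change, in the direction of i-BET858, was 1.26 with i-BET858 and 0.78 with i-BET151, and 1284 (99.7%) moved the same way with both drugs. When i-BET151 was simulated without any effect, against a simulated DMSO group shared by both comparisons, 57.7% did (55.5 to 59.6% over the simulations). In replicate 3 alone 1179 (91.5%) moved the same way, and in replicates 1 and 2 1277 of the 1281 tested there. Compared directly, i-BET858 and i-BET151 differed by at least 2-fold in 36 transcripts, 16 higher and 20 lower with i-BET858, and in 167 by the adjusted p alone. At an unadjusted p under 0.05 there were 2042. Of the transcripts called only with i-BET858, 86 (6.68%) had an adjusted p under 0.05 in the direct comparison and 14 were called in it. At the same thresholds, the number called in the direct comparison with all libraries lay between those of 2 other fits. A fit of only the 2 groups called 0 (1708 at an unadjusted p under 0.05). A fit with the replicate number as a block called 118 (3869 at an unadjusted p under 0.05). The share that differed among transcripts called only with i-BET858 was worked out without that block alone.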

More interestingly, a high proportion of transcripts (53.4%) were found altered only when OVCAR-3 cells were treated with i-BET858, as opposed to a very low proportion (5.4%) that were uniquely affected with i-BET151 (Fig. 2C). Similar to the 4 h time-point effect, whilst 56.6% of the differentially regulated transcripts were common between the BETi treatments, again a relatively high proportion of genes (37.5%) were uniquely affected when cells were treated with i-BET858 for 24 h (Fig. 2B, C and Additional file 2). 

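After 24 h, 17157 transcripts were tested. There were 3234 differentially expressed with i-BET858, 1312 higher and 1922 lower, and 2347 with i-BET151, 959 higher and 1388 lower. The 2083 called with both drugs changed in the same direction in every case, 855 higher and 1228 lower, and made up 59.5% of the 3498 called with either (95% Wilson interval 57.9 to 61.2%, jackknife error 5.58 points). With i-BET858 only, 1151 were called (32.9%, 31.4 to 34.5%, jackknife error 8.84 points), and with i-BET151 only 264 (7.55%). Among these 1151, 609 (52.9%) had an adjusted p under 0.05 with i-BET151, 1144 (99.4%) moved the same way with both drugs, and the median log2 fold change was 1.25 with i-BET858 against 0.86 with i-BET151. With i-BET151 simulated without effect, 56.5% moved the same way (55.0 to 57.9%). The same way was taken by 1061 (92.2%) in replicate 3 and by 1138 of 1145 in replicates 1 and 2, where 4162 and 3246 transcripts were called with i-BET858 and i-BET151. The direct comparison of the drugs called 11 transcripts, 4 higher and 7 lower with i-BET858, and 36 by the adjusted p alone, with 1953 at an unadjusted p under 0.05. Of the transcripts called only with i-BET858, 11 (0.956%) had an adjusted p under 0.05 in that comparison and 2 were called. Between 1 transcript (only the 2 groups fitted) and 74 (DESeq2) were called directly in the settings tried with all libraries. With the replicate block there were 61, and 3239 at an unadjusted p under 0.05. The share that differed among transcripts called only with i-BET858 was not worked out with that block. Across genes, which are not independent replicates, the log2 fold changes of the 2 drugs had a correlation of 0.903, against 0.503 with neither drug changing any gene in the simulations. It was 0.928 in replicates 1 and 2 and 0.717 in replicate 3. From the shared transcripts and those altered with i-BET858 only, the paper proposes a core gene network linked to BETi beside significant differences between the 2 inhibitors.

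**Figure D1:**
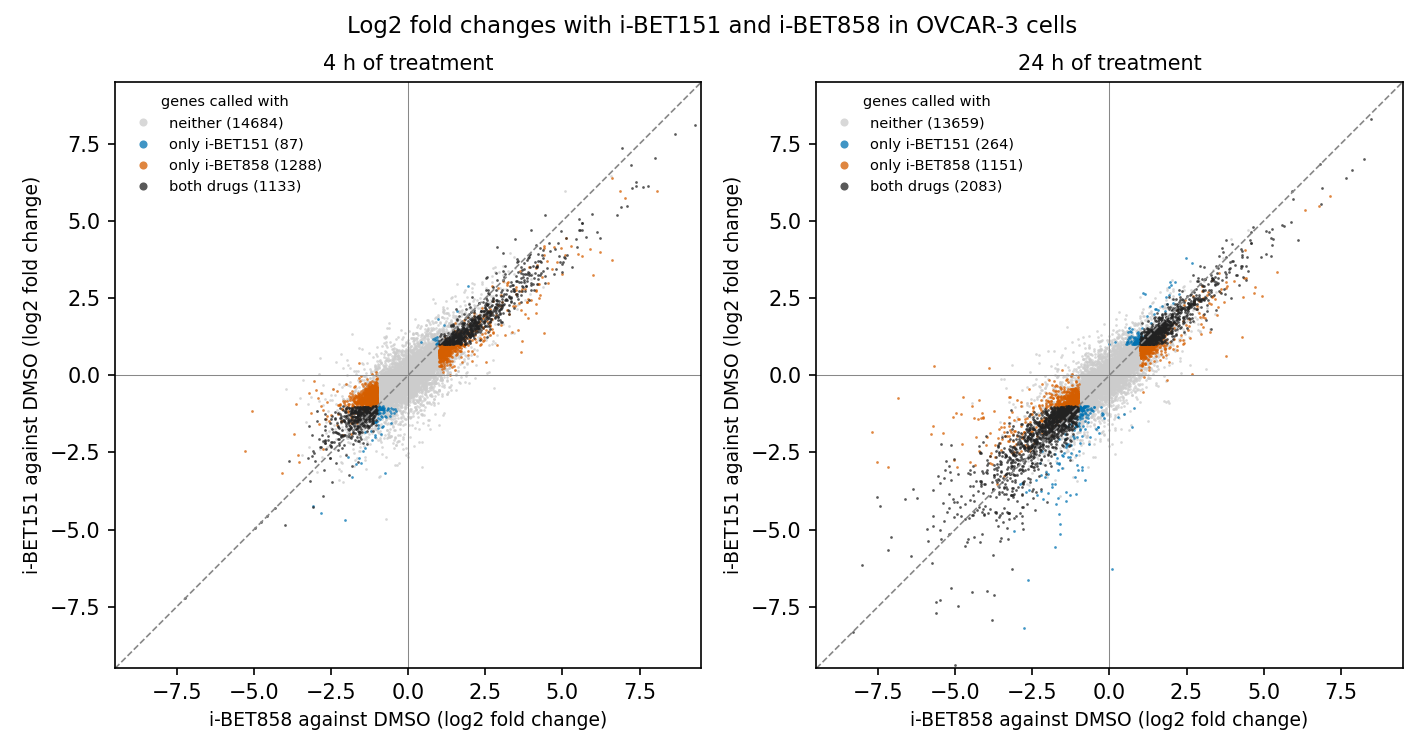
Log2 fold change of each transcript tested against DMSO with i-BET858 (horizontal) and with i-BET151 (vertical), after 4 h (left, 17192 transcripts) and 24 h (right, 17157), with the dashed line where both are equal. The 1288 transcripts at 4 h and 1151 at 24 h called only with i-BET858 lie mostly on the same side of 0 with both drugs.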

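Over the transcripts called with i-BET858 after 4 h, the log2 fold change with i-BET151 was a median of 0.711 times that with i-BET858 (jackknife error 0.0469 over the 9 fits that each left out 1 library). After 24 h it was 0.809 times (jackknife error 0.0283). Over the transcripts called with i-BET151 instead, which moved the value most, it was 0.826 and 0.912 times. The change was the smaller with i-BET151 in 92.3% of the transcripts called with i-BET858 after 4 h and in 78.0% of those called with i-BET151. After 24 h these shares were 83.2% and 65.6%. In replicates 1 and 2 the median was 0.712 times after 4 h and 0.826 times after 24 h, and in replicate 3 it was 0.711 and 0.797 times. Each drug was sequenced at 1 µM only, and other concentrations of i-BET151 were not analysed here.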

The disparity in transcript numbers may stem from the fact that i-BET858 is a more permeable BETi, and therefore, higher concentrations of i-BET151 should be able to mimic i-BET858’s transcriptomic signature.

Gene targets in the core network included well known BET targets such as NRG1, WNT5A, MAP3K3, CDKN1A/p21, MYCN, CDKN2B and the established BETi efficacy biomarker HEXIM1 [35, 36, 37] (Fig. 2E). 

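CDKN1A (ENSG00000124762.13, chromosome 6 of GRCh38 from 36676460 to 36687337) rose from 7.95 ± 2.66 CPM (SD, n = 3) with DMSO to 153 ± 29.1 with i-BET858 and 76.2 ± 14.0 with i-BET151 after 4 h. After 24 h it rose from 7.87 ± 1.56 CPM to 95.7 ± 16.5 with i-BET858 and 49.6 ± 3.28 with i-BET151. The log2 fold changes with i-BET858 were 4.27 (standard error 0.27) and 3.60 (0.17), adjusted p = 1.68e-06 and 5.54e-07 (edgeR). With i-BET151 they were 3.26 (0.26) and 2.66 (0.17), adjusted p = 2.31e-05 and 3.34e-06. CDKN1A differed between the drugs by 1.01 after 4 h (adjusted p = 0.0756, or 2.87e-04 with the replicate block, added after seeing the data) and by 0.95 after 24 h (adjusted p = 0.0485). HEXIM1 (ENSG00000186834.3, chromosome 17, 45148475 to 45152099) rose by 1.87 after 4 h and 1.76 after 24 h on the log2 scale with i-BET858 and by 1.25 and 1.12 with i-BET151. The difference between the drugs in HEXIM1 was 0.62 after 4 h (adjusted p = 0.0330). After 24 h it was 0.64 (adjusted p = 0.0649, or 8.65e-04 with the replicate block, added after seeing the data). MAP3K3 (ENSG00000198909.7, chromosome 17, 63622415 to 63696305) rose by 1.63 and 2.00 with i-BET858 and by 1.49 and 1.73 with i-BET151. The adjusted p of these 8 log2 fold changes of HEXIM1 and MAP3K3 was 1.32e-04 at most. CDKN2B (ENSG00000147883.11, chromosome 9, 22002903 to 22009305) rose by 2.00 (adjusted p = 2.07e-06) and 1.05 (adjusted p = 3.22e-04) after 4 h. After 24 h the changes were below 2-fold, at 0.97 with i-BET858 (adjusted p = 1.19e-05) and 0.35 with i-BET151 (adjusted p = 0.0102, or 0.0666 without the filter on low counts). The drugs differed by 0.95 after 4 h (adjusted p = 0.0206) and 0.63 after 24 h (adjusted p = 0.0376). NRG1 (ENSG00000157168.19, chromosome 8, 31639222 to 32855666) had log2 fold changes of −1.26 (adjusted p = 0.00678) and −2.78 (adjusted p = 1.5e-05) after 4 and 24 h of i-BET858, and −1.67 (adjusted p = 0.00317) and −2.30 (adjusted p = 7.6e-05) with i-BET151. WNT5A (ENSG00000114251.14, chromosome 3, 55465715 to 55490539) had −2.71 and −2.57 with i-BET858 and −2.19 and −2.07 with i-BET151, with an adjusted p of 2.32e-04 at most. MYCN (ENSG00000134323.12, chromosome 2, 15940550 to 15947007) had few counts, 1.35 ± 0.235 CPM (SD, n = 3) with DMSO at 4 h. It was not called after 4 h of i-BET858, at −1.07 (standard error 0.49, adjusted p = 0.122). In replicates 1 and 2 this change was −1.14 (adjusted p = 0.0432), past both thresholds, and in replicate 3 it was −0.90. With i-BET151 it was −1.93 (standard error 0.51, adjusted p = 0.0233) after 4 h, past the threshold no longer without the low-count filter (adjusted p = 0.0745) or when any library but replicate 3 of i-BET151 was left out (adjusted p up to 0.0996). After 24 h MYCN fell by 3.42 with i-BET858 (adjusted p = 4.37e-04) and fell by 2.35 with i-BET151 (adjusted p = 0.00422). Each of the 7 transcripts moved the same way in 9 of 9 pairs at both times with both drugs. Exons of CDKN1A, MAP3K3, HEXIM1 and MYCN overlap a gene on the opposite strand, and those of NRG1 a gene on the same strand.

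**Figure D2:**
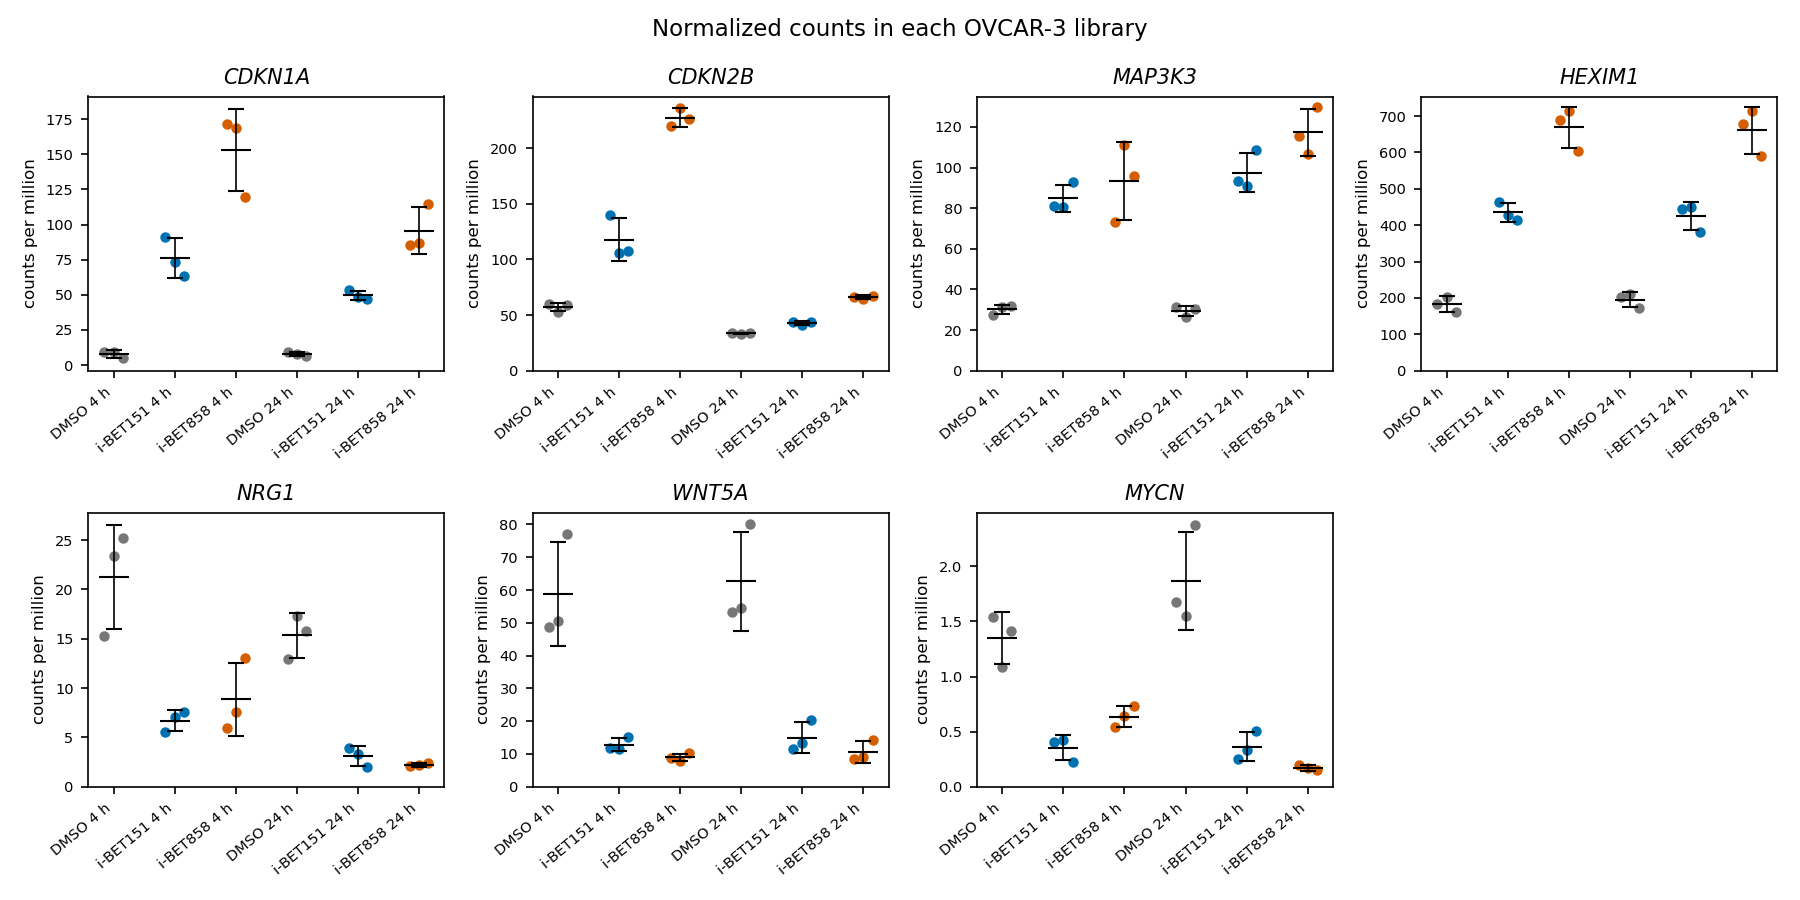
TMM-normalized CPM of the 7 transcripts in each of the 18 libraries, as points by condition, with the mean and SD of the 3 replicates in black. CDKN1A averages 7.95 CPM with DMSO and 153 CPM with i-BET858 after 4 h.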

To further evaluate the extent of the BET core network, we cross-referenced our results (4 h) with publicly available RNA-Seq datasets from OVCAR-3 cells treated with BETi JQ1 (0.125 µM, 40 min) [37]. Some of the BET targets (WNT5A, CDKN1A) were also identified in the JQ1 dataset, confirming the presence of a core gene set response to BETi in OC (Fig. 2D). 

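The c-MYC gene MYC (ENSG00000136997.18, chromosome 8 of GRCh38 from 127735434 to 127742951, whose exons overlap CASC11 on the opposite strand) had 26.9 ± 3.01 CPM (SD, n = 3) with DMSO at 4 h. It had 29.8 ± 2.65 with i-BET858 and 20.8 ± 2.46 with i-BET151. The log2 fold change was 0.15 with i-BET858 (standard error 0.15, adjusted p = 0.498 by edgeR, higher in 6 of 9 pairs) and turned to −0.01 when total library size was used. With i-BET151 it was −0.37 (standard error 0.15, adjusted p = 0.119, lower in 8 of 9 pairs), and with the replicate block the adjusted p was 0.0426. At 24 h MYC had 29.0 ± 8.99 CPM with DMSO, 16.4 ± 2.90 with i-BET858 and 20.3 ± 4.71 with i-BET151. It was lower after 24 h of i-BET858 in 9 of 9 pairs, by less than 2-fold (log2 fold change −0.82, standard error 0.23, adjusted p = 0.0157). Without replicate 3 of DMSO the change was −0.52 (adjusted p = 0.0686), and without replicate 1 or 2 of i-BET858 it was −0.78 and −0.73 (adjusted p = 0.0562 and 0.0607). In replicates 1 and 2 it was −0.69 (adjusted p = 1.10e-04) and in replicate 3 −1.0. With i-BET151 it was −0.51 after 24 h (standard error 0.23, adjusted p = 0.115, lower in 7 of 9 pairs). That adjusted p fell to 0.0176 without the filter on low counts, 0.00235 with the replicate block, 0.00250 in replicates 1 and 2 and 0.0415 without replicate 3 of i-BET151. Between the drugs the difference was 0.52 at 4 h (adjusted p = 0.141, or 0.0227 with the replicate block, a test chosen after seeing the data) and −0.31 at 24 h (adjusted p = 0.722, or 0.160 with the block).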

Notably, the expression of the recognised BETi predictive marker c-MYC was unaltered after i-BET858 and i-BET151 treatment. These results were corroborated using qRT-PCR in the panel of HGSC cell lines (Fig. 2F).

Gene set enrichment (GSEA) pathway analyses of both i-BET151 and i-BET858 revealed prominent roles in the regulation of DNA damage response and canonical signalling pathways including mTORC1, TGFβ and IL6-JAK-STAT3 (Fig. 2G). 

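The gene sets used by WebGestalt were not used here. Lists of genes of 8 kinds, fixed without regard to these libraries, were tested with camera at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists and the 4 comparisons with DMSO. Of the 40 TGFβ signalling genes, all tested, 23 were lower after 4 h of i-BET858 (median log2 fold change −0.13, adjusted p = 0.645) and 23 after 4 h of i-BET151 (−0.17, adjusted p = 0.267). After 24 h, 22 were lower with each drug, at −0.12 (adjusted p = 0.637) with i-BET858 and −0.18 (adjusted p = 0.267) with i-BET151. The adjusted p of single TGFβ genes, adjusted over the list alone, was under 0.05 for 25 and 13 genes after 4 h and for 23 and 17 after 24 h with i-BET858 and i-BET151. Over all genes tested it was under 0.05 for 23, 11, 22 and 17. Of the 40 IL6-JAK-STAT3 genes, 39 were tested. After 4 h their median was 0.10 with i-BET858 (21 higher, adjusted p = 0.645) and −0.03 with i-BET151 (21 lower, adjusted p = 0.637). After 24 h it was 0.17 (20 higher, adjusted p = 0.637, with camera's direction lower) and −0.22 (22 lower, adjusted p = 0.632). Adjusted over the list alone, 20 and 15 IL6-JAK-STAT3 genes passed after 4 h and 23 and 27 after 24 h, against 19, 13, 23 and 21 over all genes. Under total library size the median at 4 h of i-BET858 turned to −0.06. The IL6-JAK-STAT3 medians of replicates 1 and 2 were −0.04 and −0.10 after 4 h and 0.05 and −0.03 after 24 h, and in replicate 3 they were 0.05, 0.01, −0.03 and −0.24. The TGFβ medians were −0.14, −0.17, −0.10 and −0.14 in replicates 1 and 2, and −0.09, −0.22, −0.11 and −0.20 in replicate 3. With fry in place of camera, the IL6-JAK-STAT3 genes passed after 24 h of i-BET858 (adjusted p = 0.00916) and of i-BET151 (adjusted p = 0.00863), and the TGFβ genes after 24 h of i-BET151 (adjusted p = 0.0245). Of the 32 camera tests, 8 passed. All 8 passed with fry, and 2, the replication-dependent histone genes at 24 h, with an estimated correlation. Other splits of the libraries put up to 4 lists past the camera threshold. Part of the drug's effect stays between the groups of such splits, so this number cannot measure chance.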

Interestingly, i-BET151 appeared to down-regulate a gene set associated with the cellular response to doxorubicin after 4 h (Fig. 2G), suggesting that the molecular action of BETi may resemble that of doxorubicin, known for its ability to induce apoptotic cell death in OC cells [38]. 

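Of 54 G2/M genes, all tested, 29 were higher and 25 lower after 4 h of i-BET858, with a median log2 fold change of 0.03 (camera, adjusted p = 0.894). The median was −0.12 when total library size was used (adjusted p = 0.809), 0.07 in replicates 1 and 2 and −0.03 in replicate 3. Only 5 of them were called, 4 higher and 1 lower. With i-BET151 the median after 4 h was 0.08 (30 higher, adjusted p = 0.637), and the 2 drugs were not told apart at that time (−0.05, adjusted p = 0.336). After 24 h, 47 of the 54 were higher with i-BET858 (median 0.41, adjusted p = 0.00356, 2 called higher and 1 lower) and 44 with i-BET151 (median 0.26, adjusted p = 0.00628). These medians were 0.37 and 0.30 in replicates 1 and 2, and 0.45 and 0.27 in replicate 3. With an estimated correlation both adjusted p rose to 0.713. The drugs differed by 0.04 at 24 h (camera, adjusted p = 0.0657, or 0.353 with fry). Adjusted over the list alone, 19 and 9 of the genes had an adjusted p under 0.05 after 4 h of i-BET858 and i-BET151, and 32 and 22 after 24 h. Over all genes tested there were 19, 9, 30 and 22. The log2 fold change against DMSO was higher at 24 h than at 4 h by a median of 0.47 with i-BET858 (camera, adjusted p = 0.0108, or 0.0521 with fry).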

Analysis further revealed that i-BET858 4 h treatment caused a significant down-regulation in the transcription of genes associated with G2/M checkpoint (Fig. 2G), highlighting a potential role for i-BET858 in cell cycle regulation.

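Whether the transcripts called only with i-BET858 held more of a list's genes than of the other genes tested was asked with two-sided Fisher's exact tests, adjusted by Benjamini-Hochberg over 16 tests (8 lists at 2 time points). These tests were added after the data were examined, and the genes of a list are not independent of each other. Of the 50 DNA double-strand break repair genes, 5 (10.0%, all lower) were called only with i-BET858 after 4 h, against 7.49% of the other genes (exact p = 0.422, adjusted p = 0.675). After 24 h there were 2 (4.00%, 1 higher and 1 lower), against 6.72% (exact p = 0.773, adjusted p = 0.952). Of the 54 G2/M genes, 4 (7.41%, all higher) were called only with i-BET858 after 4 h (exact p = 1.00) and 1 (1.85%, higher) after 24 h (exact p = 0.266, adjusted p = 0.675). Of the apoptosis genes tested, 1 (2.56%, lower) was called only with i-BET858 after 4 h (exact p = 0.364, adjusted p = 0.675) and 2 (5.13%, 1 higher and 1 lower) after 24 h (exact p = 1.00). The lowest adjusted p over the 16 tests was 0.0589, for 2 lists. Of 43 S-phase genes, 8 (18.6%, all lower) were called only with i-BET858 after 24 h, against 6.68% of the other genes (exact p = 0.00708). Of 47 replication-dependent histone genes, 9 (19.15%, all higher) were called only with i-BET858 after 4 h, against 7.46% (exact p = 0.00736).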

Gene over-representation pathway analyses of the transcripts uniquely affected with i-BET858 after 4 and 24 h (Fig. 2C) revealed similar roles to those observed when analysing the entire BETi transcriptomic response, including DNA damage, G2/M checkpoint and apoptosis related pathways (Fig. 2H). Very interestingly, they also revealed a significant over-representation of genes with transcription starting site regions enriched for motifs matching SMAD4, PSMB5, E4F1 and DIDO1 transcription factors (Fig. 2H). 

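DIDO1 (ENSG00000101191.16, chromosome 20 of GRCh38 from 62877738 to 62937952) had 147 ± 10.1 CPM (SD, n = 3) with DMSO at 4 h, 50.2 ± 5.60 with i-BET858 and 88.6 ± 5.04 with i-BET151. Its log2 fold change was −1.55 with i-BET858 (standard error 0.12, adjusted p = 6.12e-06 by edgeR) and −0.73 with i-BET151 (standard error 0.12, adjusted p = 0.00182), lower in 9 of 9 pairs with each. The drugs differed by −0.82 (standard error 0.12, adjusted p = 0.0237). After 24 h it was −0.34 with i-BET858 (adjusted p = 0.0524, lower in 9 of 9 pairs) and −0.15 with i-BET151 (adjusted p = 0.410, lower in 7 of 9). The former had an adjusted p between 0.00286 and 0.0448 with DESeq2, DESeq2's size factors, total library size, the stricter count filter or the replicate block. SMAD4 (ENSG00000141646.13, chromosome 18, 51028528 to 51085045, with exons shared with another gene on the same strand) was lower after 4 h of i-BET858 in 9 of 9 pairs, by less than 2-fold (−0.62, standard error 0.11, adjusted p = 0.00179). With i-BET151 it was −0.28 (adjusted p = 0.127, or 0.0460 with the replicate block), and the drugs did not differ detectably (−0.34, adjusted p = 0.229, or 0.0517 with the block). PSMB5 (ENSG00000100804.18, chromosome 14, 23016543 to 23035230) was −0.03 after 4 h of i-BET858 (standard error 0.11, adjusted p = 0.846, lower in 5 of 9 pairs). E4F1 (ENSG00000167967.16, chromosome 16, 2223580 to 2235742, overlapping a gene on the opposite strand) was 0.20 (standard error 0.14, adjusted p = 0.340, higher in 8 of 9 pairs). With DMSO at 4 h SMAD4 had 53.4 ± 2.73 CPM (SD, n = 3), PSMB5 140 ± 7.75 and E4F1 40.1 ± 4.81.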

Whilst all four transcripts were present in OVCAR-3 cells, only DIDO1 was found differentially expressed after 4 h of i-BET858 treatment (Fig. 2B and E). These results suggest that DIDO1, previously associated with cell cycle and apoptotic pathways [39], may have a differential role in the enhanced efficacy of i-BET858 over i-BET151.

As BET proteins function by modulating the interaction between diacetylated peptides present in histone tails via the tandem bromodomains to regulate gene transcription, we sought to investigate the association between individual BET proteins and gene expression changes caused by i-BET858 using chromatin immune-precipitation (ChIP). Initially, meta-analysis of publicly available ChIP-Seq datasets from OVCAR-3 cells treated with JQ1 (0.125 µM, 40 min, anti-BRD4) [37] were cross-referenced with our RNA-Seq results (i-BET8585, 1 µM, 4 h). 

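After 4 h of i-BET858, TOPBP1 (ENSG00000163781.13, chromosome 3 of GRCh38 from 133598175 to 133662380) fell from 171 ± 16.8 CPM (SD, n = 3) to 74.8 ± 8.99. Its log2 fold change was −1.20 (standard error 0.12, adjusted p = 3.68e-05 by edgeR). ZHX2 (ENSG00000178764.8, chromosome 8, 122781655 to 122974510) fell from 133 ± 9.91 to 50.1 ± 9.86 CPM, a log2 fold change of −1.41 (standard error 0.17, adjusted p = 9.46e-05). BCL2L1 (ENSG00000171552.13, chromosome 20, 31664452 to 31723989) fell from 174 ± 7.44 to 72.7 ± 6.84 CPM, a log2 fold change of −1.26 (standard error 0.12, adjusted p = 1.63e-05). Each was lower in 9 of 9 pairs. Exons of TOPBP1 and BCL2L1 overlap a gene on the opposite strand. CCR1 (ENSG00000163823.4, chromosome 3, 46201711 to 46208313) had 29, 17 and 13 counts in the 3 DMSO libraries and 0 in the 3 libraries treated with i-BET858, so it was at least 5.91-fold lower (adjusted p = 0.0100). Without replicate 1 of DMSO its adjusted p was 0.0567.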

Using this approach, we identified a set of genomic loci within the proximal promoter region of significantly down-regulated genes TOPBP1, ZHX2, BCL2L1 and CCR1, which were subsequently analysed using ChIP-qRT-PCR (Additional file 1: Fig. S1). i-BET858 treatment caused minor changes in BRD2, BRD3 and BRD4 enrichment in the studied promoter regions, suggesting that whilst i-BET858 was able to modulate gene expression, this was not due to displacement of BRD proteins at the loci investigated.

### i-BET858 enhances G2/M checkpoint arrest

Based on the action of i-BET858 on genes whose products are involved in G2/M checkpoint (Fig. 2G), the effect on cell cycle was examined by flow cytometry (Fig. 3 and Additional file 1: Figs. S2 and S3). After 24 h, a significant increase in the number of cells at the G2/M phase was observed with 1 µM i-BET858 treatment (21.6%), whereas the accumulation of cells in G2/M was much lower even with an increased dose of 2.5 µM for i-BET151 (13.2%) (Fig. 3A, B and E). Similar differences were observed after 48 h: i-BET858 (1 µM, 18.2%), i-BET151 (2.5 µM, 15.4%) (Fig. 3A, B and E), suggesting that i-BET858 has a more prominent effect on causing G2/M cell cycle growth arrest. In CAOV3 cells, i-BET858 also led to a slight increase in G2/M populations after 48 h (1 µM, 13.3%), whilst i-BET151 had a less significant effect (9.52%) (Fig. 3C and E). Due to the presence of a sole peak, probably because of significant G0/G1 arrest, the cell cycle profile for i-BET151 (2.5 µM) did not fit the cell cycle model (Additional file 1: Fig. S2). Both BETi triggered a significant increase in the number of cells at G0/G1 after 24 h in CAOV3 cells (i-BET858, 100 nM, 75.8%; i-BET151, 1 µM, 75.9%) (Fig. 3C and E), consistent with previous reports [28, 29, 40]. A modest increase in the G0/G1 population was also observed in OVCAR-3 treated with 1 µM i-BET151 for 48 h, however no significant changes were detected in SKOV3 (Fig. 3 and Additional file 1: Fig. S3).

**Fig. 3:**
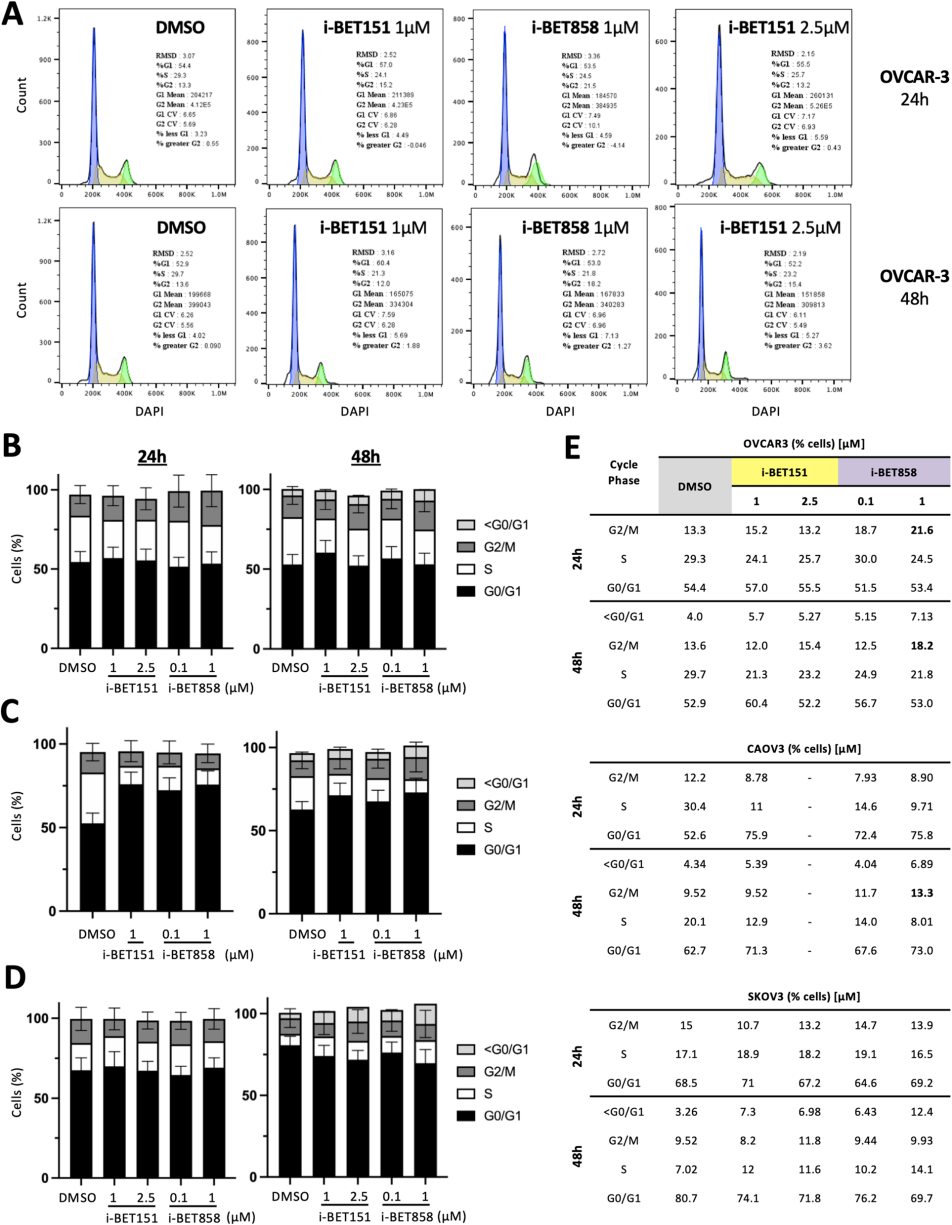
i-BET858 treatment leads to significant G2/M cell cycle arrest**. A** Flow cytometry cell cycle analyses of OVCAR-3 cells treated with different concentrations of i-BET151, i-BET858 and DMSO vehicle control for 24 and 48 h. Blue peaks represent cells in G0/G1 phase, whilst green peaks represent cells in G2/M phase. The area depicted as yellow represents cells in S phase. **B**–**D** Illustrative representations of the percentage of OVCAR-3, CAOV3 and SKOV3 cells present in different cell cycle phases following treatment. Particles containing less DNA than that of G0/G1 cells (< G0/G1) are related to apoptotic damage; due to low numbers this population was overlooked in graphs displaying 24 h treatment results. FlowJo™ was unable to fit peaks obtained at high concentrations of i-BET151 (2.5 µM) in CAOV3 cells; these datasets are included in Additional file 1: Fig. S2. **E** Table detailing specific percentages of cells detected per cell cycle phase following treatments

### i-BET858 induces γH2A.X and cleaved PARP

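Of 50 DNA double-strand break repair genes, all tested, 43 were lower after 4 h of i-BET858, with a median log2 fold change of −0.39 (camera, adjusted p = 0.00502), and 6 of them were called, all lower. The median was −0.28 in replicates 1 and 2 (adjusted p = 0.0117) and −0.42 in replicate 3. With an estimated correlation the adjusted p was 0.684, and between 0.00557 and 0.0117 with fry, with the replicate block and in replicates 1 and 2. With i-BET151 41 genes were lower after 4 h (−0.20, adjusted p = 0.0884), and without replicate 2 of i-BET151 the adjusted p was 0.0300. The median with i-BET151 was −0.14 in replicates 1 and 2 and −0.28 in replicate 3. After 24 h the medians were −0.08 (27 lower, adjusted p = 0.645) and −0.05 (28 lower, adjusted p = 0.984). Adjusted over the list alone, 18 and 8 genes had an adjusted p under 0.05 after 4 h with i-BET858 and i-BET151 and 24 and 9 after 24 h. Over all genes tested there were 17, 8, 24 and 11. The change of the i-BET858 effect from 4 to 24 h was a median of 0.31 (camera, adjusted p = 0.0874).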

Pathway analysis indicated a role in DNA damage for both BETi, which is consistent with previous reports demonstrating the down-regulation of DNA repair genes, and thus the attenuation of the response to DNA damage in BRCA wild-type OC [41, 42, 43] . To confirm the effects of BETi on the DNA damage repair machinery of OC cells, the presence of phosphorylated histone variant H2A.X (γH2A.X) was evaluated. Histone variant H2A.X constitutes 2–25% of the H2A histones in mammalian chromatin [44], and its rapid phosphorylation on Ser-139 occurs in response to the formation of DNA double-strand breaks [45]. In OVCAR-3 cells, γH2A.X levels increased in a time/dose-dependent manner following i-BET858 treatment, whereas no effect was observed with i-BET151 (Fig. 4A–D). These results suggest that i-BET858 achieved increased levels of DNA repair gene down-regulation, which led to the accumulation of DNA double-strand breaks marked by γH2A.X. This increase was also observed in 3D spheroid models by confocal microscopy (Fig. 4E), where the accumulation of γH2A.X foci following i-BET858 treatment surpassed that observed with i-BET151.

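In the RNA of OVCAR-3 cells treated with 1 µM, the 50 DNA double-strand break repair genes were lower with i-BET858 than with i-BET151 after 4 h, by a median log2 fold change of −0.15 (camera, adjusted p = 4.54e-04). With fry the adjusted p was 0.0679. After 24 h the median difference was −0.10 (camera, adjusted p = 0.0769, or 0.286 with fry). Protein and confocal measurements were not analysed here.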

**Fig. 4:**
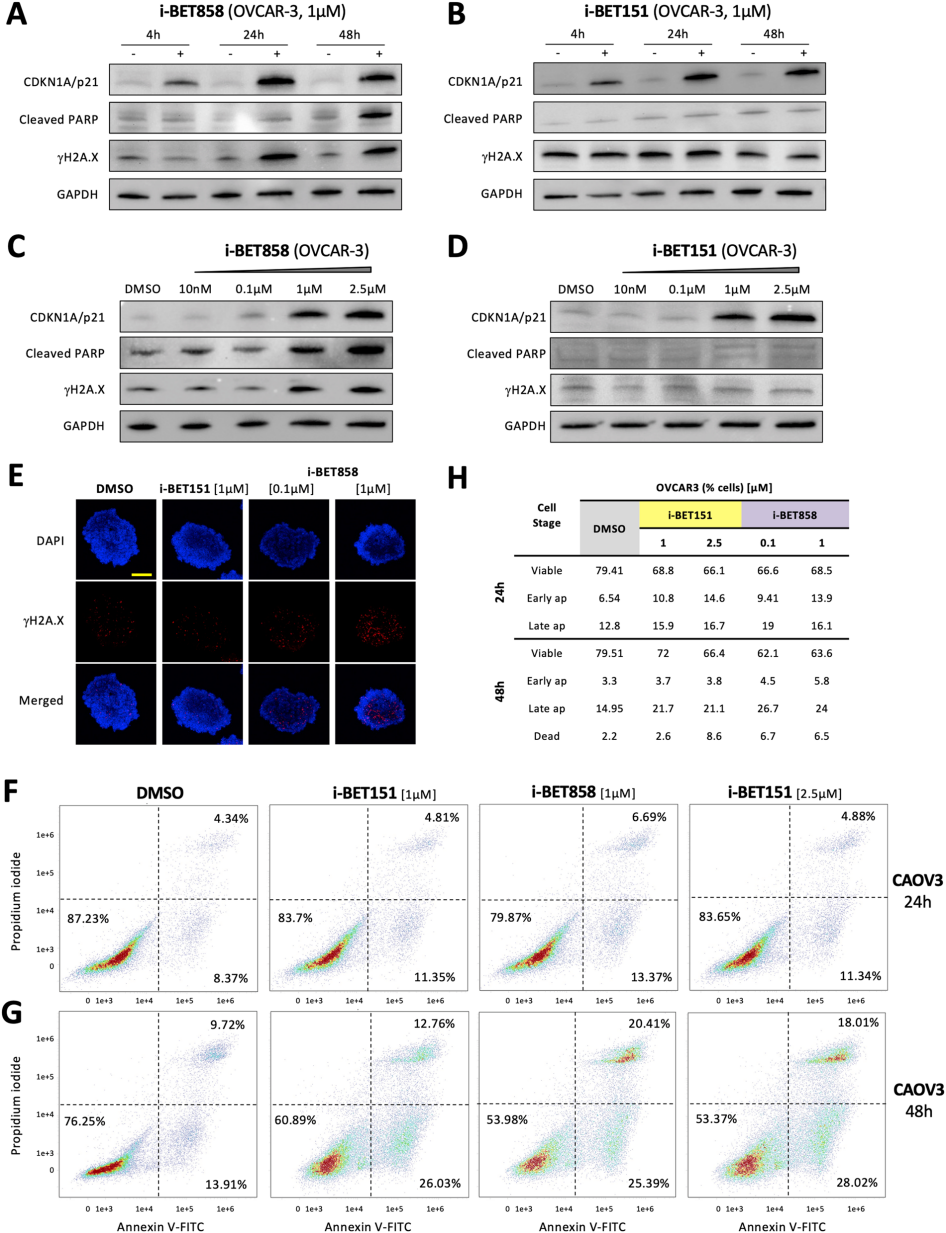
Ovarian cancer cells undergo apoptosis following i-BET858 treatment. Protein lysates of OVCAR-3 cells treated with (**A**) i-BET858 and **B** i-BET151 were subjected to western blot analyses to study changes in CDKN1A/p21, cleaved PARP and γH2A.X protein levels after 4, 24 and 48 h of treatment; GAPDH was used as loading control. **C**, **D** Protein lysates of OVCAR-3 cells treated with different concentrations of i-BET858 and i-BET151 (10 nM-2.5 µM; 48 h) were subjected to western blot analyses to study dose-dependent changes in CDKN1A/p21, cleaved PARP and γH2A.X protein levels. **E** Confocal microscopy images of OVCAR-3 spheroids treated with i-BET151, i-BET858 and DMSO control for 48 h. First and second rows show fluorescent-labelled DNA and γH2A.X staining, respectively; third row displays merged images of both fluorescent signals. Scale represents 100 µm. **F**, **G** Flow cytometry apoptosis analysis of CAOV3 cells treated with different concentrations of i-BET151, i-BET858 and DMSO vehicle control for (**F**) 24 h and **G** 48 h. Cells were stained with propidium iodide and Annexin V-FITC rendering 4 populations: viable (−, −), early apoptotic (−, +), late apoptotic (+, +) and dead (+, −), two of which are highlighted in the panels. Graphs display cell densities, whereby red, green and blue colours indicate high, medium and low cell densities, respectively. **H** Table detailing specific percentages of OVCAR-3 cells detected in each population following treatments. Percentages of dead cells after 24 h treatment were not significant and are not included in this table

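Of 40 apoptosis genes, 39 were tested. After 4 h, 18 were higher and 21 lower with each drug, with a median log2 fold change of −0.13 with i-BET858 (camera, adjusted p = 0.645, in the direction of a rise) and −0.14 with i-BET151 (adjusted p = 0.645). With each drug 5 were called higher and 3 lower. After 24 h the median was 0.17 with i-BET858 (21 higher, adjusted p = 0.817 in the direction of a fall, 2 called higher and 7 lower) and −0.05 with i-BET151 (23 lower, adjusted p = 0.637, 2 called higher and 6 lower). With fry the apoptosis genes passed after 24 h of i-BET151 (adjusted p = 0.0458). The medians of replicates 1 and 2 were −0.02 and −0.16 after 4 h and 0.19 and 0.05 after 24 h, and in replicate 3 they were −0.12, −0.14, −0.05 and −0.24. Adjusted over the list alone, 23 and 19 genes had an adjusted p under 0.05 after 4 h and 27 and 21 after 24 h, against 20, 15, 26 and 18 over all genes tested. The drugs differed after 4 h by a median of 0.11 (camera, adjusted p = 0.0294, or 0.0595 with fry). After 24 h the median difference was 0.09 (camera, adjusted p = 0.206, or 0.281 with fry).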

Our RNA-Seq analysis also identified a role for the BETi in apoptosis, which was validated using an Annexin 5-FITC and propidium iodide (An5/PI) staining assay. After 24 h of treatment both i-BET858 (1 µM) and i-BET151 (2.5 µM) induced a significant albeit only modest increase in early apoptosis in CAOV3 (i-BET858: 13.4%, i-BET151: 11.3%) and OVCAR-3 (i-BET858: 13.9%, i-BET151: 14.6%), and similarly after 48 h (Fig. 4F and H). This effect was more profound in SKOV3 cells after 24 h, where both i-BET151 (20.6%) and i-BET858 (30.5%) increased the percentage of early apoptotic events significantly in comparison with DMSO control (11.9%) (Additional file 1: Fig. S3). These results are in agreement with previous reports showing BETi can trigger apoptosis in OC [28, 29, 30, 31, 35]. As with the enhanced effect seen for G2/M cell cycle arrest, i-BET858 treatment resulted in a higher number of late apoptotic cells (1 µM; CAOV3: 20.4%; OVCAR-3: 24%; SKOV3: 13.4%) compared to i-BET151 even when the concentration of i-BET151 was increased: CAOV3 (1 µM: 12.8%; 2.5 µM: 18%), OVCAR-3 (1 µM: 21.7%; 2.5 µM: 21.1%) and SKOV3 (1 µM: 10.7%; 2.5 µM: 11.7%) (Fig. 4G, H and Additional file 1: Fig. S3).

Very importantly, when we analysed OVCAR-3 protein lysates to confirm the expression of known apoptotic markers including CDKN1A/p21 and cleaved PARP, we observed that whilst levels of CDKN1A/p21 protein were increased by both i-BET858 and i-BET151, cleaved PARP levels only increased following i-BET858 treatment (Fig. 4A–D). These results further support the notion that the cytotoxic activity of i-BET858 in OC cells is based on the activation of DNA damage-induced cell cycle arrest followed by apoptotic cell death. Both BETi induced PARP cleavage in CAOV3 and SKOV3 cells, yet increased doses of i-BET151 (2.5 µM) were necessary to attain cleavage levels comparable to those of i-BET858 (1 µM), again demonstrating the enhanced role of this agent (Additional file 1: Fig. S4). Interestingly, BRD proteins themselves were up-regulated following i-BET151 and i-BET858 treatments, suggesting a compensatory response to BETi (Additional file 1: Fig. S5) [46].

### BRD protein silencing only partially mimics the effect of BETi in OC cells

As described above, BETi have broad effects through targeting the BET proteins BRD2, BRD3 and BRD4 [19, 20, 21]. To determine whether i-BET858 functions through these canonical mechanisms, BRD2, BRD3 and BRD4 expression was suppressed in OVCAR-3, CAOV3 and SKOV3 cells using a small interfering RNA (siRNA) knockdown approach (KD). siRNA treatment resulted in significant decreases of BRD2, BRD3 and BRD4 after 48 h at both the mRNA and protein levels (Fig. 5A, B and Additional file 1: Fig. S6). Additionally, all possible siRNA KD BRD2, BRD3 and BRD4 permutations were also investigated since BETi effects associated with activation of apoptosis may be due to inhibitory action upon one, two or all three BET proteins (Fig. 5C and Additional file 1: Fig. S6).

**Fig. 5:**
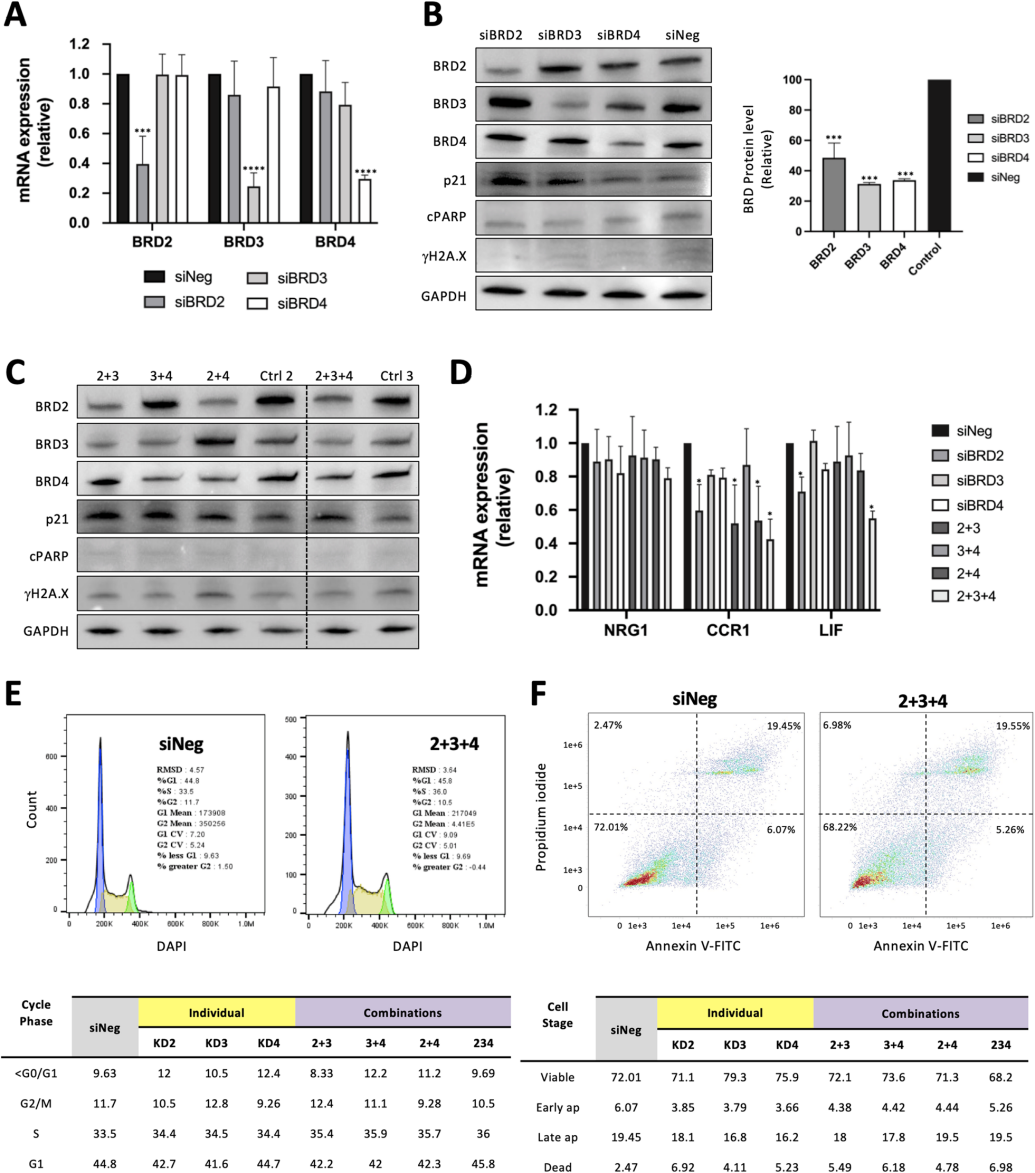
BRD protein knockdown effect on ovarian cancer BET-associated mechanisms. **A** siRNA-mediated knockdown in OVCAR-3 cells resulted in significant BRD2, BRD3 and BRD4 transcript down-regulation after 48 h compared to the control treatment (siNeg). **B** Protein lysates of OVCAR-3 cells treated with specific siRNAs were subjected to western blot analyses to study changes in BRD2, BRD3, BRD4, p21, cleaved PARP (cPARP) and γH2A.X protein levels after 48 h of knockdown (KD). The right panel displays proportional differences between relative densities of BRD proteins in KD and control samples calculated using ImageJ. **C** Protein lysates of OVCAR-3 cells treated with different combinations of siRNAs were subjected to western blot analyses. The two controls correspond to different amounts of scrambled siRNA introduced in cells to mimic the action of 2 or 3 target siRNAs (Ctrl 2 and Ctrl 3). **D** Cell lysates from OVCAR-3 cells treated with combinations of siRNAs (2, 3 and 4) for 48 h were subjected to qRT-PCR to study mRNA expression changes of i-BET858 targets NRG1, CCR1 and LIF. Each KD was compared to their correspondent control sample which included different amounts of scrambled siRNA; only one control was plotted to simplify (siNeg). **E** Flow cytometry apoptosis analysis of OVCAR-3 cells treated with siRNA targeting BRD2, BRD3 and BRD4 for 48 h. Cells were stained with propidium iodide and Annexin V-FITC rendering 4 populations: viable (−, −), early apoptotic (−, +), late apoptotic (+, +) and dead (+, −). Graphs display cell densities, whereby red, green and blue colours indicate high, medium and low cell densities, respectively. **F** Flow cytometry cell cycle analyses of OVCAR-3 cells treated with siRNA targeting BRD2, BRD3 and BRD4 for 48 h. Blue peaks represent cells in G0/G1 phase, whilst green peaks represent cells in G2/M phase. The area depicted as yellow represents cells in S phase. All values represent the mean ± SD of three biological samples (*P < 0.05, ***P < 0.001, ****P < 0.0001)

BETi-associated targets previously identified via RNA-Seq were used to examine if BET KD mimicked the effects of i-BET858 and i-BET151 at the transcriptomic level (Fig. 5D and Additional file 1: Fig. S7). In OVCAR-3, CCR1 was down-regulated following BRD2 KD, either alone or in combination with BRD3 and BRD4 (Fig. 5D), suggesting a prominent role of BRD2 in modulating CCR1 expression. However, it was necessary to inhibit the expression of BRD2, BRD3 and BRD4 to achieve down-regulation of LIF (Fig. 5D). Whilst no changes in gene expression were observed in CAOV3, NRG1 was significantly down-regulated following individual BRD4 KD in SKOV3 cells (Additional file 1: Fig. S7).

Analysis of BRD2, BRD3 and BRD4 KD on cellular mechanisms associated with BETi in OC: cell cycle progression, apoptosis and DNA damage were undertaken to study the effect of BET silencing. Similar to the effect observed with i-BET858 and i-BET151, the individual KD of BRD2 and BRD3, as well as all KD combinations, resulted in the up-regulation of CDKN1A/p21 in OVCAR-3 (Fig. 5B and C) but not in SKOV3 (Additional file 1: Fig. S7). However, DAPI staining and flow cytometry analysis revealed that neither individual KD nor KD combinations were able to significantly increase the population of cells in G0/G1 phase (siBRD2: 42.7%; siBRD3: 41.6%; siBRD4: 44.7%; 2 + 3: 42.2%; 3 + 4: 42%; 2 + 4: 42.3%; 2 + 3 + 4: 45.8%; control: 42.9%) (Fig. 5E). The absence of any significant apoptotic events was further confirmed using An5/PI stain and flow cytometry analysis. The percentages of late apoptotic cell populations as a result of BET KD were similar to those of the control after 48 h (siBRD2: 18.1%; siBRD3: 16.8%; siBRD4: 16.2%; 2 + 3: 18%; 3 + 4: 17.8%; 2 + 4: 19.5%; 2 + 3 + 4: 19.5%; control: 19.45%) (Fig. 5F). Overall, these results suggest that the phenotypical effects of KD only partially mimic those observed following i-BET858 and i-BET151 treatment.

## Discussion

HGSC represents the most common and aggressive subtype of OC, and there is a clear need for improved therapeutic strategies. Several lines of evidence support the use of BETi, some of which have been evaluated in phase I/II clinical trials [22]. Here, we describe the cytotoxic profile and molecular mechanism of action i-BET858, a novel BETi that has not previously been evaluated in solid tumour models. The data presented herein suggest that i-BET858 has a significantly higher cytotoxic activity compared to other BETi and could be selected to pursue further in vivo investigations.

The main rationale for the use of BETi as therapeutic agents against OC is the observation of recurrent somatic, focal copy number amplifications of BRD4 in a significant percentage of HGSCs [47, 48]. Consistent with BRD4 amplification, increased levels of BRD4 mRNA have been observed in patient derived OC cells [49], however, no correlation has been found linking higher BET expression levels with increased BETi sensitivity [26]. Our studies conducted in patient derived clinical samples indicate that there is no significant correlation between BET expression levels and i-BET858 sensitivity, suggesting that the role of BET proteins in HGSC might be defined by alternative factors beyond BRD protein levels. Another common trait that provides further rationale for the use of BETi against HGSC is the recurrent amplification of c-MYC (~ 20–30%) [50], as c-MYC is a recognised predictive marker of response to BETi in haematological cancers [51]. In this study, i-BET858 treatment did not elicit consistent and significant c-MYC down-regulation, agreeing with previous data that pointed towards a haematological cancer-specific role of c-MYC as a marker of BETi [52].i-BET858 treatment resulted in a bipartite effect at transcriptomic level, where a core set of differentially expressed genes were shared with i-BET151, with an additional set of approximately 1300 genes regulated uniquely by i-BET858 in our ovarian cancer model. Specifically, the core set of genes included up-regulated HEXIM1, a well-established biomarker of BETi efficacy in OC [35], as well as kinases such as MAP3K3 and cell cycle regulators like CDKN1A/p21 and CDKN2B [30, 35]. Furthermore, both i-BET858 and i-BET151 induced the significant down-regulation of NRG1 [33], MYCN [53] and stem-related genes like WNT5A [37]. The activation or suppression of these targets had been previously linked with BET inhibition in OC, suggesting that at least part of the transcriptomic signature associated with i-BET858 is somewhat analogous to that of other BETi. However, significant differences were also noted, we did not observe down-regulation of ALDH1A1, previously linked to the action of BETi JQ1 and i-BET726 [37], SWI/SNF remodelling complexes [33] or the FOXM1 family (FOXM1, AURKA, PLK1) [29], highlighted as a major downstream signalling pathway of BETi in OC.

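ALDH1A1 (ENSG00000165092.13, chromosome 9 of GRCh38 from 72900671 to 73080442) had log2 fold changes of 0.45 (standard error 0.21, adjusted p = 0.131 by edgeR) after 4 h and −0.54 (standard error 0.27, adjusted p = 0.135) after 24 h of i-BET858. With the replicate block both passed, with adjusted p = 6.42e-04 and 4.32e-04 and opposite directions. With i-BET151 it was 0.06 (adjusted p = 0.880) and −0.83 (standard error 0.27, adjusted p = 0.0350, lower in 8 of 9 pairs). Without replicate 1 or 2 of DMSO or replicate 1 or 3 of i-BET151 at 24 h, its adjusted p was 0.120, 0.106, 0.0556 and 0.101. Of 25 SWI/SNF genes, 24 were tested. After 4 h of i-BET858, 17 were lower, with a median of −0.29 (camera, adjusted p = 0.267, or 0.0188 with fry), 1 called higher and 3 lower. After 24 h, 16 were lower (−0.23, camera, adjusted p = 0.645, or 0.0333 with fry) and 1 was called higher. With i-BET151 the medians were −0.08 (adjusted p = 0.637) and −0.02 (adjusted p = 0.796). The medians with i-BET858 were −0.40 and −0.26 in replicates 1 and 2 and −0.14 and −0.24 in replicate 3. Adjusted over the list alone, 11 and 5 genes had an adjusted p under 0.05 after 4 h and 13 and 6 after 24 h with i-BET858 and i-BET151, against 9, 5, 13 and 6 over all genes. FOXM1 (ENSG00000111206.12, chromosome 12, 2857680 to 2877174) was −0.27 (adjusted p = 0.375, lower in 7 of 9 pairs) after 4 h and −0.01 (adjusted p = 0.969) after 24 h of i-BET858. After 4 h its adjusted p with the replicate block was 0.0364. AURKA (ENSG00000087586.17, chromosome 20, 56369389 to 56392337) was lower after 4 h of i-BET858 in 9 of 9 pairs, by less than 2-fold (−0.62, standard error 0.17, adjusted p = 0.0189). Without replicate 1 of DMSO or replicate 1 or 3 of i-BET858 its adjusted p was 0.0916, 0.0503 and 0.0573. PLK1 (ENSG00000166851.15, chromosome 16, 23677656 to 23690367) was lower in 9 of 9 pairs too (−0.54, standard error 0.13, adjusted p = 0.00846). With i-BET151 after 4 h FOXM1 was −0.29 (adjusted p = 0.398, or 0.0292 with the block), AURKA −0.48 (adjusted p = 0.0853, or 0.00225 with the block) and PLK1 −0.18 (adjusted p = 0.417). After 24 h AURKA was 0.02 (adjusted p = 0.869) and PLK1 0.20 (adjusted p = 0.362) with i-BET858, and FOXM1 −0.07 (adjusted p = 0.799), AURKA −0.20 (adjusted p = 0.121) and PLK1 −0.01 (adjusted p = 0.962) with i-BET151. Exons of FOXM1 and PLK1 overlap a gene on the opposite strand.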

Gene over-representation analyses of the exclusive i-BET858 transcriptomic signature highlighted the enrichment of genes containing binding motifs for SMAD4, PSMB5, E4F1 and DIDO1. The SMAD4 protein is an integral part of the TGFβ pathway, known to act as a transcriptional repressor of p21 in ovarian carcinoma cells [54]. Whilst a synthetic lethality interaction between BETi (OTX-015, i-BET151, JQ1) and SMAD4 expression has been reported in colorectal cancer cells [55], their potential association in OC has not been investigated thus far. Similarly, the anti-proliferative effects of the member of the proteasome PSMB5 and the transcription factor E4F1 have been widely studied in triple negative breast cancer and myeloid leukaemia cells, respectively  [56, 57], whereas their potential links with BET inhibition as well as their wider roles in OC are largely unknown. Lastly, the death-inducer obliterator or DIDO1 is a putative transcription factor with known apoptotic functions, highly expressed in several diseases including bladder cancer [58] and oesophageal squamous cell carcinoma [59]. Whilst the regulation of DIDO1 via BET protein interactions had not been reported before, the significant down-regulation of this target following i-BET858 treatment, together with the significant over-representation of down-regulated DIDO1-target genes, strongly suggests that this putative transcription factor may have an important role in the unique response to i-BET858 in OC cells.

Preclinical data report that BETi attenuates OC cell growth via inducing G1 cell cycle arrest that forces cells to undergo senescence or apoptosis [30, 40, 60]. In agreement with previous studies, we observed apoptotic cell death as a result of i-BET858 treatment in OVCAR-3, CAOV3 and SKOV3 cells. However, whilst flow cytometry analysis following i-BET858 treatment in CAOV3 cells identified a significant increase in the population of G0/G1 cells, which usually implies G1 cell cycle arrest [61], such phenomenon was not observed in OVCAR-3 or SKOV3 cells. In contrast, the effect of i-BET858 on cell cycle progression in OVCAR-3 cells was associated with the induction of G2/M cell cycle arrest, an event that has been linked with BETi in previous studies but never in OC cells [22, 62].

In addition to cell cycle and apoptosis, BETi such as JQ1 or lNCB054329 have been reported to induce DNA damage in OC cell lines, including SKOV3 and OVCAR-3 [41, 42, 43]. This effect is a consequence of BETi-associated DNA repair gene down-regulation and is characterised by the accumulation of histone γH2A.X [45]. In line with this, we observed the significant activation of histone variant γH2A.X as a result of i-BET858 treatment in CAOV3, OVCAR-3 and SKOV3 cells. In our study, the presence of γH2A.X was consistently detected at an earlier stage (24 h) compared with apoptosis marker cleaved PARP (48 h), suggesting a drug mechanism of action that initiates with the accumulation of DNA damage as a consequence of the down-regulation of DNA repair-related genes. Based on our findings, the accumulation of DNA damage would prompt G1 cell cycle arrest, eventually leading to apoptotic cell death. However in OVCAR-3 cells, known to carry a cyclin E1/CCNE1 amplification [63], it is possible that higher basal levels of cyclin E1 may account for their ability to avoid G1 cell cycle arrest. In this case, cells with increased DNA damage would move on to the G2 phase of the cell cycle, only to accumulate upon G2 checkpoint and eventually ending in apoptotic cell death.

Our observations indicate that single and/or multiple BET protein KD may not mirror the effect of BETi because such compounds interfere with binding of BET proteins to chromatin but do not reduce BET protein expression. In fact, we and others have shown that BETi increases BET protein expression [46], suggesting an intrinsic compensatory effect that eventually leads to the observed phenotypical drug response with respect to cell cycle, apoptosis and DNA damage.

Our studies have shown that i-BET858 has strong cytotoxicity profiles against OC cell lines regardless of BRCA mutational status, consistent with previous reports on BETi like lNCB054329 or JQ1 [41, 42, 43] . These results suggest that i-BET858 is able to impair homologous recombination capacity and thus the response to DNA damage in both BRCA wild-type and mutated ovarian cancer cells. It will be interesting to test whether i-BET858 exhibits a synergistic increase in DNA damage in BRCA wild-type cells combined with PARP inhibitors. Whilst in vitro nanomolar IC_50_ values displayed in HGSC cell lines were not observed in primary cells, i-BET858 cytotoxicity profiles were consistently lower than those obtained with i-BET151 or i-BET726. These three compounds have shown similar intrinsic cellular potencies [21, 34], suggesting that our results may stem from an enhanced cellular permeability of the drug, an observation supported by the higher efficacy of i-BET858 at disrupting cell line spheroids.

## Conclusions

Our work on i-BET858 exposed several phenotypical enhancements, including increased DNA damage, cell cycle arrest and apoptosis, which suggest that i-BET858 may represent an alternative option to target BET proteins in HGSC.

## Methods

### Cell culture

Ovarian cancer cell lines were purchased from ATCC® (LGC Ltd). SKOV3 (CVCL_0532) and OVCAR-3 (CVCL_0465) were maintained in RPMI 1640 media (Gibco™, 11875093) supplemented with 20% foetal calf serum (FBS; Gibco™, 10270106) and 10 μg/ml of insulin solution from bovine pancreas (Sigma, I0516). UWB1.289 (BRCA1mut; CVCL_B079) and CAOV3 (CVCL_0201) were maintained in DMEM/F-12 + GlutaMAX™ (Thermo Scientific, 31331093) (10% FBS). None of the cell lines we have used are frequently misidentified. Patient derived primary ovarian cancer cells were isolated from ovarian biopsies using a protocol adapted from Shepherd et al. [64]; the main difference is the use of Collagenase type I (2 mg/mL; Sigma, 17100–017) instead of Dispase II. Primary cells were maintained in 50% MCDB 105 (Sigma, M6395) + 50% M199 (Gibco, 31150–022) (20% FBS). All media was supplemented with penicillin [100 U/ml] and streptomycin [100 μg/ml] (P/S; Gibco, 15140–122), and cells were maintained at 37 °C in a humidified 5% CO_2_ incubator. 3D spheroids were grown in 96-well ultra-low attachment (ULA) plates (Corning, CLS4520). The human biological samples were sourced ethically, and their research use was in accord with the terms of the informed consents under an IRB/EC approved protocol. Mycoplasma contamination was routinely tested with the MycoAlert Mycoplasma Detection kit (Lonza, LZLT07218).

### Antibodies

The following commercial antibodies were used for immune blotting with the indicated dilutions: anti-BRD2 (Cell Signalling, 5848, AB_10835146), anti-BRD3 (Bethyl, A302-368, AB_1907251), anti-BRD4 (Bethyl, A301-985, AB_2620184), anti-GAPDH (Santa Cruz, sc-47724, AB_627678), anti-CDKN1A/p21 (Cell Signalling, 2947, AB_823586), anti-cleaved PARP (Cell Signalling, 9541, AB_331426) and anti-γH2A.X (Cell Signalling, 2577, AB_2118010). Anti-γH2A.X (1:50, 2577) and Alexa Fluor 594 anti-rabbit secondary antibody (1:100, Thermo Scientific, A-11012) were used for spheroid confocal microscopy. Anti-BRD2 (5848), anti-BRD3 (A302-368) and anti-BRD4 (A301-985) were used for chromatin immuno-precipitation (ChIP).

### Cell viability assays

The RealTime-Glo™ MT Cell Viability Assay (Promega, G9712) was used to assess live cell viability of cells grown in 2D monolayers following manufacturer’s instructions. The CellTiter-Glo™ 3D Cell Viability Assay (Promega, G9682) was used to assess end-point cell viability of cells grown as 3D spheroids. All samples were tested in triplicates. The substrates were always added to un-treated wells and empty wells as additional controls. IC_50_ values were calculated using GraphPad Prism (V9). Raw luminescence values were transformed into logarithmic values, normalised and fitted to a dose–response curve using a non-linear regression; 100% and 0% values were defined by DMSO vehicle control (Sigma, D8418) and Staurosporine positive control (Tocris, 1285), respectively.

### RNA extraction, qRT-PCR and PCR arrays

Total RNA was isolated using the RNeasy Plus Mini Kit (Qiagen, 74136) and reverse transcribed using the high-capacity cDNA reverse transcription kit (Thermo Scientific, 4368814). All qRT-PCR reactions were conducted in a CFX96™ real-time PCR detection system (Bio-Rad) using iTaq™ Universal SYBR® Green supermix (Bio-Rad, 1725125). All samples were tested in triplicates. When possible, synthetic oligonucleotides (sequences available upon request) span exon-exon boundaries to preclude amplification of genomic DNA. Relative gene expression was determined following the ΔC_t_ method [65] and normalised to an internal reference gene (RPL5). One-way ANOVA statistical analyses were performed on ΔC_t_ values of three biological replicates using GraphPad Prism (V9); Sidak’s test was used to correct for multiple comparisons.

### RNA-Sequencing and in silico pathway analysis

Total RNA samples were sent to Novogene for library preparation (Eukaryotic mRNA library preparation – poly-A enrichment) and sequencing (NovaSeq PE150). Raw fastq files were quality-checked using FastQC [66], a quality-control tool for high throughput sequencing data. Reads were aligned to the GRCh38/hg38 genome build using STAR [67]; gene count tables were generated using the -quantMode GeneCounts argument in STAR. The DESeq2 median of means method was used to normalise the gene count tables to account for sample depth [68]. DESeq2 was used to correct for multiple hypothesis testing and determine significantly modified transcripts between control and experimental samples (FDR < 0.05). Raw and processed data are deposited in the GEO Database with accession number GSE174670. RNA-Seq data used for comparison was downloaded from the GEO Database (GSE77568) and analysed using STAR and DESeq2. The platform WebGestalt was used to perform gene set enrichment analyses and gene set over-representation analyses comparing lists of differentially expressed genes in each experimental condition against all major annotation datasets. The lists of genes were compared using Venn diagrams through the Venny website [69]. Principal component analysis (PCA) were generated using the package factoextra [70]. Volcano plots and pathway analysis graphs were generated using the data visualisation package gglot2 [71].

### Protein extraction and western blot

Cells were lysed using RIPA buffer (Sigma, R-0278) including 1X Halt™ Protease and Phosphatase Inhibitor Cocktail (Thermo Scientific, 1861281). Total protein was quantified using a standardised bovine serum albumin (BSA; PAN™-Biotech, P06-1391050) concentration curve following the Bio-Rad DC™ protein assay (Bio-Rad, 5000112). Total protein samples were separated using SDS-PAGE gels (Bio-Rad, 4568094) and then transferred to PVDF membranes (Bio-Rad, 1704156). Primary antibody incubations were performed overnight (O/N) followed by two hours in the presence of HRP-conjugated secondary antibodies (Cytiva; anti-mouse: NA931V, anti-rabbit: NA934V). Protein intensity was detected with Clarity™ Western ECL substrate (Bio-Rad, 170–5060). Relative protein intensity levels were calculated using ImageJ [72]. Graphical depictions of relative protein levels represent the proportional difference between a treatment and its control (100%). One-way ANOVA analyses were performed on relative intensity values using GraphPad Prism (V9); Sidak’s test was used to correct for multiple comparisons.

### Flow cytometry

All flow cytometry experiments were undertaken using a CellStream® (Luminex). Cell cycle staining was performed using DAPI ready-made solution (1 µl/mL; Sigma, MBD0015) following manufacturer’s instructions. Prior to staining, cells were fixed in 70% ethanol (-20 °C, 1 h). Cell cycle profiles were analysed using FlowJo™ 10 using the Watson (Pragmatic) model; schematic representations of cell percentages in different cell cycle phases were graphed using GraphPad Prism (V9). Apoptosis staining was performed using Annexin V-FITC (BioLegend, 640906) and propidium iodide (PI, BioLegend, 421301) as per manufacturer’s instructions, which included the use of Annexin V Binding Buffer (BioLegend, 422201) and Cell Staining Buffer (BioLegend, 420201). Unstained cells and cells stained with Annexin V/PI only were used to calculate the compensation matrix that was applied to all the data to adjust for signal overlap between channels of the emission spectra.

### RNA interference and ChIP

ON-TARGETplus BRD2/BRD3/BRD4 siRNA SMARTpools (Horizon Discovery: L-004935–00-0005, L-004936–00-0005, L-004937–00-0005) were used in order to transiently knockdown BRD2, BRD3 and BRD4, whilst a ON-TARGETplus non-targeting pool (Horizon Discovery, D-001810–10-05) was used as control. (siRNA sequences can be found in Additional file 1: Table S1.) Target cells were transfected with siRNA pools [25 nM] using DharmaFECT 1 Transfection Reagent (Horizon Discovery, T-2001–01) following manufacturer’s instructions. ChIP-Seq data used for comparison were downloaded from the GEO Database (GSE77568) and analysed using Bowtie2 [73] and MACS2 [74]. Chromatin immuno-precipitation qRT-PCR (ChIP-qRT-PCR) experiments were performed using a Chromatrap® Pro-A kit as per manufacturer’s instructions (Porvair Plc, 500189), using 10 µg of chromatin and 5 µg of antibody per sample. Chromatin-antibody binding reaction was carried out at 4 °C (1 h).

### Confocal microscopy

Spheroid fixing and staining protocols were adapted from Weiswald et al., 2010 [75]. 40 spheroids were fixed and permeabilised in phosphate-buffered saline (PBS, Gibco) containing 4% paraformaldehyde (PFA; Chemcruz®, sc-281692) and 1% Triton X-100 (Sigma, 1001124827) for 3 h (4 °C). Spheroids were washed in PBS (3 times, 10 min; Gibco, 10010–015) and then de-hydrated in an ascending series of methanol concentrations diluted in PBS (25%, 50%, 75%, 95%) for 30 min each, followed by 2 h in 100% methanol (4 °C). Spheroids were then re-hydrated in the same descending series and washed in PBS (3 times, 10 min). In preparation for antibody staining, spheroids were blocked using PBS-T (PBS with 0.1% Triton X-100) containing 3% BSA O/N (4 °C). Spheroids were then incubated with primary antibody diluted in PBS-T for 72 h (4 °C), followed by secondary antibody incubation for 24 h (4 °C). Cell nuclei were eventually counter-stained with Hoechst in PBS (1:2000; Thermo Scientific, 33342) for 45 min at room temperature. Finally, spheroids in PBS were placed into 8-well chambers designed for immuno-fluorescence and high-end microscopy (Ibidi). Z-stack images were taken on a Zeiss LSM710 confocal microscope with a 10 × objective.

### Clinical samples

Ethical approval for processing ovarian patient samples has been obtained through Local Research Ethics Committee LREC Wales (ref 15/WA/0065) for the collection of biopsies from consented OC patients. Formal written consent was obtained from all patients at the time of recruitment into the study.

## Supplementary Information

**Additional file 1**: **Supplementary Figures and Tables**. Word document including Supplementary Figures S1-S7 and Supplementary Tables S1, S2.

**Additional file 2**: **Supplementary Table S3.** Excel file including lists of significantly up/down-regulated genes following BETi treatment and subsequent RNA-Sequencing.

## Data Availability

The datasets supporting the conclusions of this article are available in the GEO repository (GSE174670; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174670).

# Supplementary material for: Bromodomain inhibitor i-BET858 triggers a unique transcriptional response coupled to enhanced DNA damage, cell cycle arrest and apoptosis in high-grade ovarian carcinoma cells
**Source:** Clin Epigenetics. 2023 Apr 15;15:63. doi: 10.1186/s13148-023-01477-x
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figures and Tables. Word document including Supplementary Figures S1-S7 and Supplementary Tables S1, S2.

**Additional file 1**

**Supplementary Information**

**Supplementary Figures**

**Supplementary Figure S1. ChIP-qRT-PCR enrichment after i-BET858 treatment**

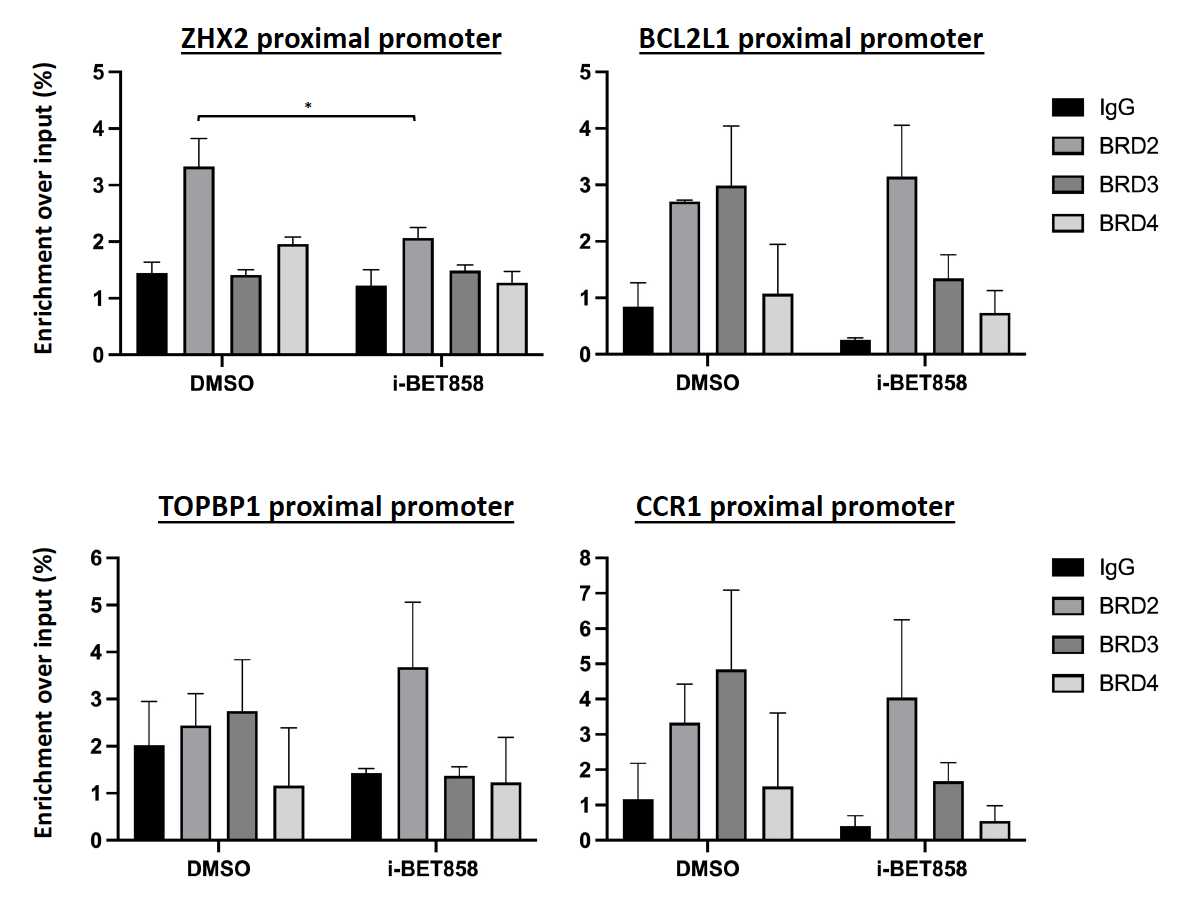

BRD2, BRD3 and BRD4 relative enrichment within proximal promoter regions of genes *ZHX2*, *BCL2L1*, *TOPBP1* and *CCR1* following i-BET858 treatment was analysed using ChIP-qRT-PCR. Prior to antibody enrichment, OVCAR-3 cells were treated with i-BET858 (1µM, 40 minutes) or DMSO; IgG was used as ChIP-qRT-PCR negative control. All values represent the mean ± SD of three biological samples (^*^p<0.05).

**Supplementary Figure S2. DNA content profiles following BETi treatment in CAOV3 and OVCAR-3 cells**

**
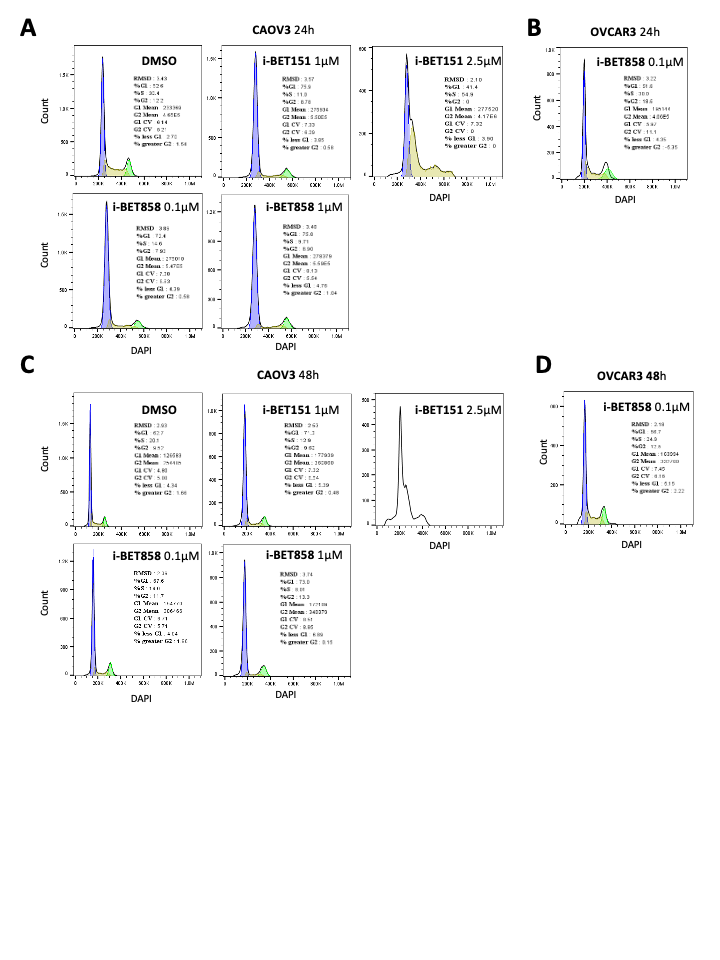
**

Flow cytometry cell cycle analyses of CAOV3 and OVCAR-3 cells treated with different concentrations of i-BET151, i-BET858 and DMSO vehicle control for 24h (A, B) and 48h (C, D). Blue peaks represent cells in G0/G1 phase, while green peaks represent cells in G2/M phase. The area depicted as yellow represents cells in S phase.

**Supplementary Figure S3. Flow cytometry analysis of DNA profile and apoptosis in SKOV3 cells following BET treatment**

**
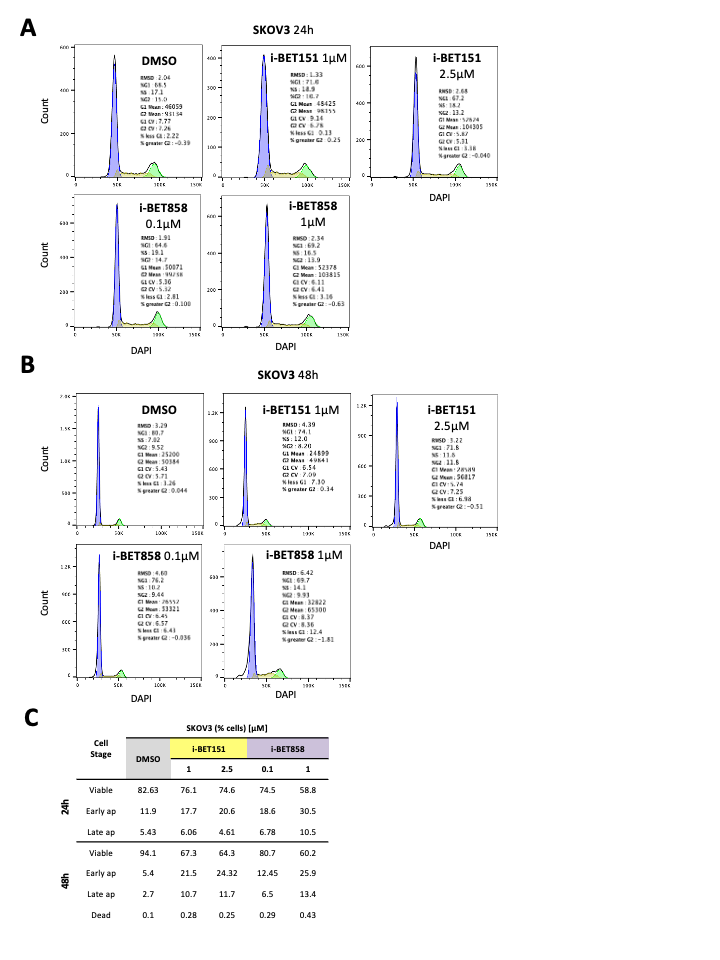
**

Flow cytometry cell cycle analyses of SKOV3 cells treated with different concentrations of i-BET151, i-BET858 and DMSO vehicle control for 24h (A) and 48h (B). Blue peaks represent cells in G0/G1 phase, while green peaks represent cells in G2/M phase. The area depicted as yellow represents cells in S phase. (C) Table detailing specific percentages of SKOV3 cells detected in each population of cells stained with Propidium iodide and Annexin V-FITC.

**Supplementary Figure S4. BETi triggers the activation of DNA damage and apoptotic markers in CAOV3 and SKOV3 cells**

**
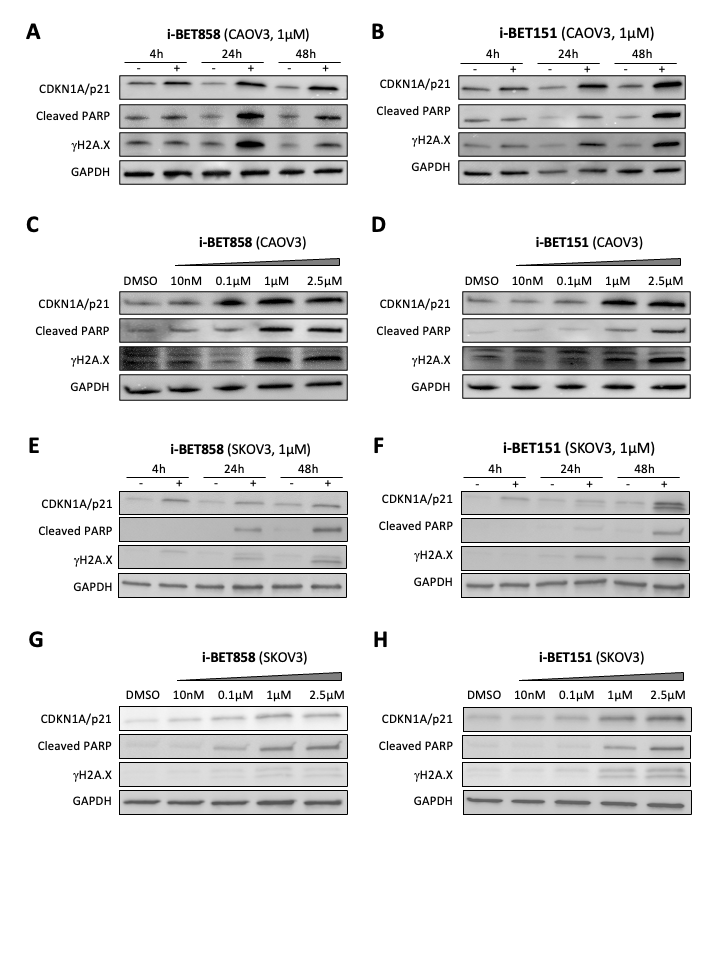
**

Protein lysates of CAOV3 (A, B) and SKOV3 (E, F) cells treated with i-BET858 (1µM), i-BET151 (1µM) and DMSO control (-) were subjected to western blot analyses to study changes in p21, cleaved PARP and γH2A.X protein levels after 4, 24 and 48 hours of treatment; GAPDH was used as loading control. Protein lysates of CAOV3 (C, D) and SKOV3 (G, H) cells treated with different concentrations of i-BET858 and i-BET151 (10nM-2.5µM) were subjected to western blot analyses to study dose-dependent changes in p21, cleaved PARP and γH2A.X protein levels.

**Supplementary Figure S5. BETi alters BRD protein expression levels in CAOV3 and OVCAR-3 cells**

**
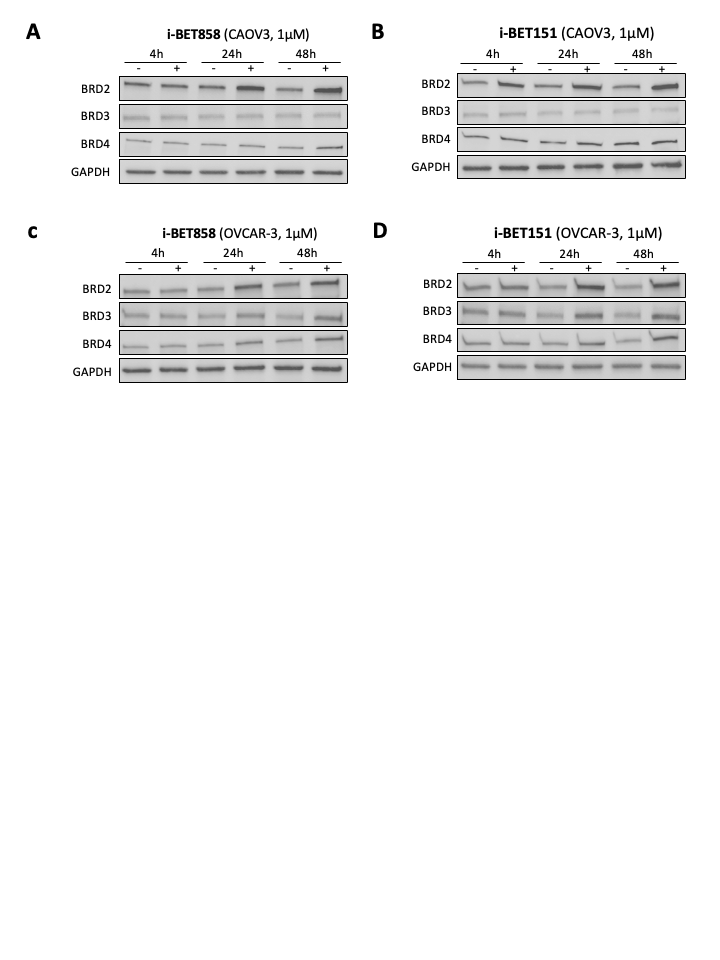
**

Protein lysates of CAOV3 (A, B) and OVCAR-3 (C, D) cells treated with i-BET858 (1µM), i-BET151 (1µM) and DMSO control (-) were subjected to western blot analyses to study changes in BRD2, BRD3 and BRD4 protein levels after 4, 24 and 48 hours of treatment; GAPDH was used as loading control.

**Supplementary Figure S6. Confirmation of BET protein knockdown in OVCAR-3, CAOV3 and SKOV3 cells**

**
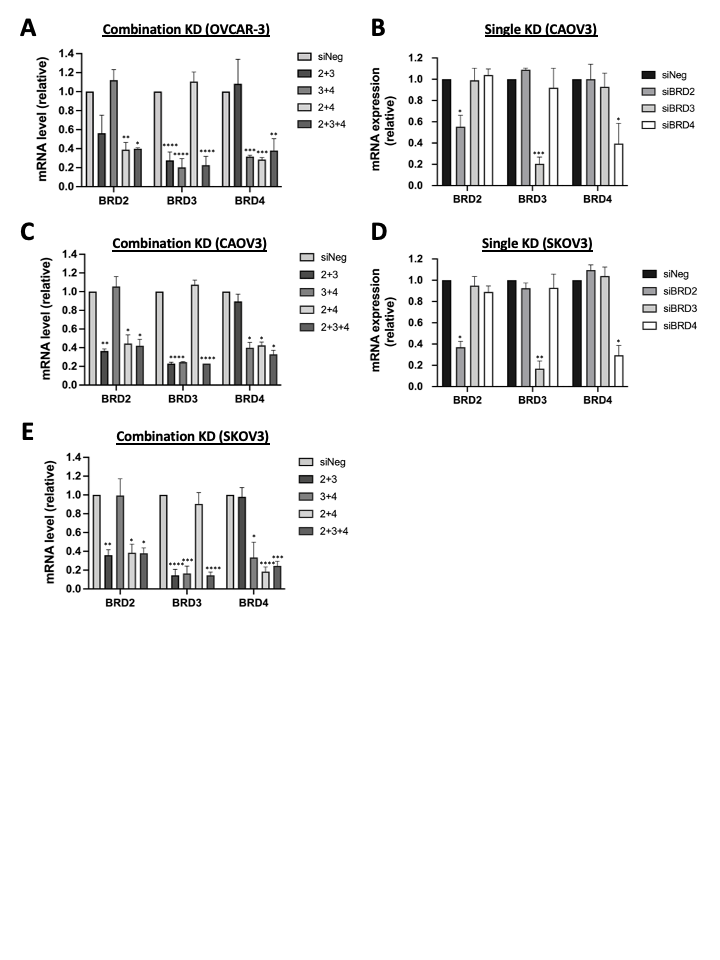
**

siRNA-mediated single and combinatorial knockdown (KD) in OVCAR-3 (A), CAOV3 (B, C) and SKOV3 (D, E) resulted in significant BRD2, BRD3 and BRD4 transcript down-regulation after 48h compared to the control treatments. Each KD was compared to their correspondent control sample which included different amounts of scrambled siRNA; only one control was plotted to simplify the images. All values represent the mean ± SD of three biological samples (^*^p<0.05, ^**^p<0.01, ^***^p<0.001, ^****^p<0.0001).

**Supplementary Figure S7. Effect of BET protein knockdown in studied cell lines**

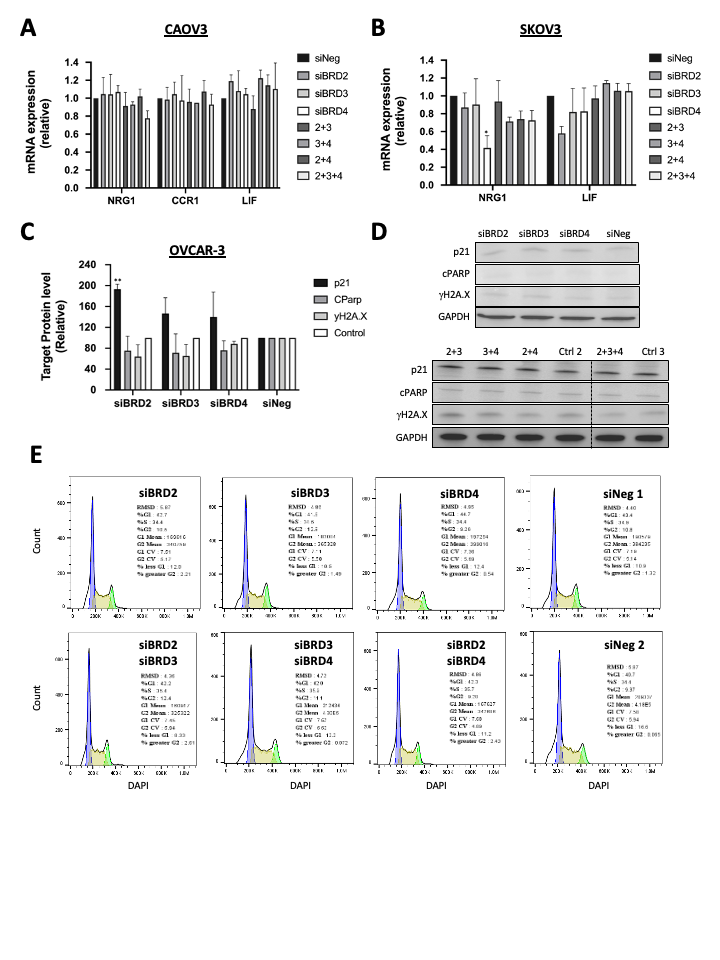

Cell lysates from CAOV3 (A) and SKOV3 (B) treated with single and combinatorial siRNAs for 48h were subjected to qRT-PCR to study changes of targets NRG1, CCR1 (except for SKOV3 as this target is not present) and LIF. Each KD was compared to their correspondent control sample; only one control was plotted to simplify (siNeg). (C) Proportional differences between relative densities of p21, cleaved PARP (cPARP) and γH2A.X in KD and control OVCAR-3 samples calculated using ImageJ. (D) Protein lysates of SKOV3 cells treated with single and combinatorial siRNAs were subjected to western blot analyses to study changes in p21, cPARP and γH2A.X levels after 48h (E) Flow cytometry cell cycle analyses of SKOV3 cells treated with siRNAs. All values represent the mean ± SD of three biological samples (^*^p<0.05, ^**^p<0.01).

**Supplementary Tables**

**Supplementary Table 1. List of the siRNAs used to target BRD2, BRD3 and BRD4**

| **Product** | **Target Sequence** | **Description** |
| --- | --- | --- |
| BRD2  ON-TARGETplus SMARTpool | 5’-CACGAAAGCUACAGGAUGU-3’ | siBRD2 |
|  | 5’-GGGCCGAGUUGUGCAUAUA-3’ |  |
|  | 5’-CCUAAGAAGUCCAAGAAAG-3’ |  |
|  | 5’-GUCCUUUCCUGCCUACGUA-3’ |  |
| BRD3  ON-TARGETplus SMARTpool | 5’-AAUUGAACCUGCCGGAUUA-3’ | siBRD3 |
|  | 5’-CGGCUGAUGUUCUCGAAUU-3’ |  |
|  | 5’-GGAGAGAUAUGUCAAGUCU-3’ |  |
|  | 5’-GCGAAUGUAUGCAGGACUU-3’ |  |
| BRD4  ON-TARGETplus  SMARTpool | 5’-AAACCGAGAUCAUGAUAGU-3’ | siBRD4 |
|  | 5’-CUACACGACUACUGUGACA-3’ |  |
|  | 5’-AAACACAACUCAAGCAUCG-3’ |  |
|  | 5’-CAGCGAAGACUCCGAAACA-3’ |  |
| ON-TARGETplus Non-targeting Pool | 5’-UGGUUUACAUGUCGACUAA-3’  5’-UGGUUUACAUGUUGUGUGA-3’  5’-UGGUUUACAUGUUUUCUGA-3’  5’-UGGUUUACAUGUUUUCCUA-3’ | Non specific siRNA |

**Supplementary Table 2. Primary cells obtained from patient derived clinical samples**

How the deposited data were processed for this re-analysis (not part of the article)

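Poly-A RNA of OVCAR-3 cells was sequenced in 18 libraries, 3 biological replicates of each of 6 conditions: DMSO, 1 µM i-BET858 and 1 µM i-BET151, each after 4 and 24 h. As deposited by the authors, the values are raw counts per gene without normalization. According to the paper's methods, the authors checked the reads with FastQC, aligned them to GRCh38 with STAR and counted reads on genes with STAR's gene counting before the files were deposited. The paper's text names neither the gene annotation nor the strand column that was taken. The values were checked to be whole numbers without a filter on genes. There were 58825 genes, of which 23896 had no count in any library, and 58472 (99.4%) matched an identifier of GENCODE 44, from which symbols and positions on GRCh38 were taken.

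Library totals, group medians and the limit that a count of 0 allows are given beside the design, and cover counting error only. The 100 most abundant genes took 17.8 to 23.1% of a library's counts, and TMM factors lay between 0.906 and 1.09. Between replicates of a group, the counts differed by 4.47 to 72.6 times the variance that counting error alone gives (chi-square per degree of freedom, 18 pairs). Taken over all genes, the spread between replicates was thus larger than counting error. The ratio cannot show this for transcripts with few counts, such as MYCN and CCR1, since it pools all genes. After the group means were taken out, libraries with the same replicate number had correlations across genes of 0.302 to 0.625 at 4 h (median 0.556) and of 0.230 to 0.576 at 24 h (median 0.441). Libraries with other numbers had correlations of −0.552 to 0.341 (median −0.336) and of −0.569 to 0.591 (median −0.430). The replicate numbers were taken to pair the libraries because all correlations of the same number lay above 0.1. The pattern mostly sets replicate 3 apart, and at 24 h it does not tell replicates 1 and 2 of the drugs from each other. A fit with the replicate number as a block was among the alternatives.

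Each time point was fitted with edgeR 4.0.16 in R 4.3.3 (TMM normalization, edgeR's filter on low counts, quasi-likelihood test), with DMSO, i-BET858 and i-BET151 in 1 fit. Transcripts were called with a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. The change of an effect between 4 and 24 h was the drug-by-time interaction in a fit of all 18 libraries. Principal components were computed from log2 CPM (prior count of 2) of the 500 most variable genes, centred and not scaled. Exact permutation tests compared the components. Lists of genes were tested with camera from limma 3.58.1 at a correlation of 0.01, and with fry and with an estimated correlation as alternatives. The lists were G2/M (54 genes), S-phase (43), DNA double-strand break repair (50), TGFβ signalling (40), IL6-JAK-STAT3 signalling (40), apoptosis (40), SWI/SNF (25) and replication-dependent histone genes (65). The genes named are those the paper names for its RNA sequencing or for the mechanisms it discusses, of which 1 is not reported here. In addition, for i-BET858 at each time point, the 2 called transcripts with the largest rise and the 2 with the largest fall are named, among those with an average log2 CPM of at least 1 and the same direction in all 9 pairs of a treated and a DMSO library. The main test of each comparison, the lists, the rule for named genes and most alternatives were fixed before the data were examined, and tests chosen later are named as such.

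The alternatives were DESeq2 1.42.0 (which the paper's methods name), DESeq2's size factors in edgeR, total library size, no filter on low counts, at least 10 counts in every library, a fit of only the 2 groups compared, a fit of all 18 libraries, the replicate block, each library left out in turn, the adjusted p alone, a fold change of at least 1.5, the 1000 most variable genes or all genes or DESeq2's variance-stabilized values for the principal components, and the effect ratio over transcripts called with i-BET151. Replicates 1 and 2 without replicate 3, DESeq2 with only the 2 groups compared, the interaction with each library left out, the comparison of the drugs on the principal components within replicate numbers, and the replicate block for the difference between the drugs in each named gene were added after the data were examined. The spread of a share of called transcripts was its 95% Wilson interval, which replaced a jackknife error during the work and is the narrower, and that of the effect ratio and of the principal components a jackknife error.

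The tests were tried on simulated data with 200 changed genes. The edgeR test recovered 182 (91.0%) with 3 false calls, and 0 calls in a group without changes. DESeq2 recovered 191 (95.5%) with 22 false calls, and 4 calls in that group. The test of a change of effect recovered 158 (79.0%) with 8 false calls. Camera found a list of 50 genes that was lowered and did not call one that was unchanged. To measure what shared DMSO libraries produce, the counts were simulated 20 times with neither drug, only i-BET858, or i-BET151 at a fixed fraction of the i-BET858 effect changing genes.

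The gene sets of WebGestalt, the motif sets and measurements other than RNA sequencing were not used here.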

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

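Both tests of a share of cells in S phase were chosen after the result was seen. The interaction with libraries left out in turn and the histone medians by replicate number were also added after the data were examined. The other tests of an explanation were chosen before the results they measure.

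The effect of treatment differed between 4 and 24 h. In a test of the drug-by-time interaction over 18154 transcripts (edgeR, all 18 libraries), 2738 transcripts had a different effect of i-BET858 at the later time, 1247 with a higher and 1491 with a lower effect. With i-BET151 there were 1217, 454 higher and 763 lower. Leaving out 1 library gave 2416 to 2829 and 901 to 1212. Of the 200 ways to split the libraries of a drug and of DMSO over the time points, 100 were drawn. Of these, 2 for i-BET858 and 3 for i-BET151 gave as many transcripts, the real split included. Those splits were among 9 that kept the time points of the drug's own libraries and exchanged DMSO libraries, with at most 2816 and 1220 transcripts. The other splits called at most 1 and 0, with up to 2745 and 2980 at an unadjusted p under 0.05. A change in the DMSO libraries accounts for few of the transcripts. DMSO moved by at least 50% of the change of the effect in 66 (2.41%) for i-BET858 and 48 (3.94%) for i-BET151, and 1 transcript was called between the DMSO groups (1664 at an unadjusted p under 0.05). The duration of treatment stays open as the explanation. Library preparation at separate times would move the DMSO libraries as well, and the same values argue against it as the whole explanation.

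Among the genes named, those with a different effect at 24 h than at 4 h of i-BET858 had adjusted p between 1.26e-07 and 0.0189 (edgeR). The log2 fold change was higher at 24 h by 1.92 for BCL2L1, 1.26 for DIDO1, 0.99 for SMAD4, 0.85 for TOPBP1, 0.78 for PLK1 and 0.68 for AURKA. The log2 difference was −4.52 for CRB2, −4.31 for ADGRF1, −2.30 for MYCN, −1.77 for ZHX2, −1.69 for CCNE1, −1.47 for NRG1, −0.98 for CDKN2B and −0.92 for MYC. With i-BET151 it was 1.21 for BCL2L1, 0.81 for TOPBP1, 0.61 for DIDO1 and 0.57 for SMAD4, and −3.51 for CRB2, −2.94 for ADGRF1, −0.95 for CCNE1, −0.83 for NOG and −0.68 for CDKN2B, with adjusted p between 4.01e-05 and 0.0316. CCNE1 had log2 fold changes of 1.22 (adjusted p = 1.22e-04) at 4 h and −0.51 (adjusted p = 0.00258) at 24 h of i-BET858. No technical explanation was tested for single genes, and the duration of treatment stays open.

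The effect on G2/M genes against DMSO was higher at 24 h than at 4 h, by a median of 0.47 on the log2 scale with i-BET858 (camera, adjusted p = 0.0108) and 0.31 with i-BET151 (adjusted p = 0.0239). With fry the adjusted p were 0.0521 and 0.148, so the difference between the times passed with camera and not with fry. An estimated correlation was not tried for it. A larger share of cells in G2/M with i-BET858 than with i-BET151 was tested in the direct comparison of the drugs at 24 h, where the median difference was 0.04 (camera, adjusted p = 0.0657, or 0.353 with fry). That test leaves the rise against DMSO open, since G2/M genes rose with both drugs and a difference between the drugs cannot account for it. A larger share of cells in G2/M with each drug was not tested.

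Replication-dependent histone genes, which the paper does not discuss, rose with both drugs. Their median log2 fold change was 1.91 at 4 h and 2.23 at 24 h of i-BET858, and 1.37 and 1.85 with i-BET151. With the genes at the limit of detection set to their bound, the medians at 24 h were 2.22 and 1.85. Of the 47 tested at 4 h, 47 and 46 were higher, and of the 50 at 24 h 49 and 50. Camera gave adjusted p of 7.49e-15, 5.51e-16, 6.12e-22 and 4.45e-21 for i-BET858 and i-BET151 at 4 h and then at 24 h, and fry at most 0.0076. With an estimated correlation the adjusted p was 0.375 at 4 h and 0.0297 at 24 h. With the adjustment over the list alone, 36, 32, 42 and 38 genes had an adjusted p under 0.05, against 35, 28, 40 and 32 over all genes. The medians of replicates 1 and 2 were 2.13, 1.39, 2.34 and 1.92, and those of replicate 3 were 1.46, 1.26, 1.81 and 1.41. The tables argue against short transcripts rising in general, since the highest median of 10000 random lists matched on exon length and expression was 0.66. For lists matched on GC content it was 0.63. Reads moved between near-identical histone genes would leave the summed CPM level, but it rose from 603 to 1703 and 1301 CPM at 4 h and from 667 to 2730 and 2102 at 24 h, the smallest change being 1.11 on the log2 scale. A larger share of cells in S phase at 24 h of i-BET858 is argued against by S-phase genes, whose median was −0.29. In the other 3 comparisons their highest median was −0.0732, which leaves a larger share of cells in S phase open, since members went both ways. The libraries were enriched for poly-A RNA, which most replication-dependent histone transcripts lack, and a change in their tails was not tested.

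MAFA rose at 4 h of i-BET858 by 7.39 on the log2 scale (adjusted p = 2.15e-06, 9 of 9 pairs), from 0.346 to 59.3 CPM. It had 21, 16 and 0 counts in the DMSO libraries. The lncRNA ENSG00000273199 rose by 7.25 at 4 h (adjusted p = 4.18e-06) and 6.13 at 24 h (adjusted p = 5.9e-05) of i-BET858, and had 4, 4 and 0 counts in DMSO at 4 h and 3, 8 and 0 at 24 h. SH3GL2 rose by 5.91 at 24 h of i-BET858 (adjusted p = 9.44e-06), from 3, 5 and 0 counts in DMSO. The paper does not discuss these transcripts, which had the largest rises, and the low DMSO counts make their size uncertain. The exons of ENSG00000273199 overlap MORC3 on the opposite strand. The highest log2 fold change of MORC3 over the 4 comparisons was 0.70, at 24 h of i-BET858 (adjusted p = 0.00149), and at 4 h it was 0.13 (adjusted p = 0.664), which argues against reads from MORC3 as the source. For MAFA and SH3GL2 no technical explanation was tested, and an effect of treatment stays open for all 3.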

How the results depend on the processing

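Replicates 1 and 2 without replicate 3, and DESeq2 with only the 2 groups compared, were chosen after the result was seen. So were the interaction with 1 library left out, the paired comparison of the drugs on the principal components and the block for named genes between the drugs. The rest were set beforehand. The alternatives for normalized values did not apply to counts and were not run. CCR1 had no value at 24 h under edgeR's filter on low counts, nor at either time with at least 10 counts in every library, where 95 of the named-gene results that were left stayed the same and 1 became stronger. For all changes below, the cause was not tested.

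The number of transcripts called with each drug stayed within 1.5 times under other tests, normalizations and filters. The adjusted p alone gave 5303 for i-BET858 and 2791 for i-BET151 at 4 h (against 2421 and 1220), and 7158 and 5797 at 24 h (against 3234 and 2347). A fold change of at least 1.5 gave 4216, 2274, 5370 and 4193. Replicates 1 and 2 gave 1881 with i-BET151 at 4 h. With total library size, 37.5% of the transcripts called at 4 h of i-BET858 were higher, against 50.3%.

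The number called between the drugs depended most on the processing. At 4 h, against 36, there were 83 with DESeq2, 57 with total library size, 78 without the filter, 62 with all 18 libraries, 118 with the replicate block, 68 in replicates 1 and 2, 69 with DESeq2 and 2 groups, 167 by the adjusted p alone and 160 at a fold change of at least 1.5. The fit of only the 2 groups compared gave 0, with 1708 at an unadjusted p under 0.05. Leaving out 1 library of the fit gave 19, 14 and 33 without replicate 1, 2 or 3 of DMSO, 0 without any of the i-BET858 libraries or replicate 2 of i-BET151, 2 without replicate 1 and 15 without replicate 3 of i-BET151. At 24 h, against 11, there were 74 with DESeq2, 4 with DESeq2's size factors, 17 with total library size, 61 without the filter, 1 with only the 2 groups compared, 61 with the replicate block, 104 in replicates 1 and 2, 51 with DESeq2 and 2 groups, 36 by the adjusted p alone and 34 at a fold change of at least 1.5. Leaving out 1 library of the fit gave 2, 1 and 16 without replicate 1, 2 or 3 of DMSO, 1, 1 and 5 without those of i-BET151, and 1, 1 and 2 without those of i-BET858.

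At 4 h the share called with both drugs (45.2%) was 42.2% with total library size, 42.0% with only the 2 groups compared, 47.3% with the replicate block, 48.5% in replicates 1 and 2, 49.7% by the adjusted p alone and 49.6% at a fold change of at least 1.5. Leaving out 1 library gave 37.9 to 44.5%. The share called only with i-BET858 (51.4%) was 48.2% with DESeq2, 54.8% with total library size, 46.7% with the block, 46.4% in replicates 1 and 2, and 48.4 and 47.6% by the other thresholds, and 48.1 to 59.8% with 1 library left out. At 24 h the share with both (59.5%) was 57.2% without the filter, 64.3% in replicates 1 and 2, 57.6% with DESeq2 and 2 groups, and 68.6 and 65.9% by the other thresholds, and 53.4 to 59.9% with 1 library left out. The share only with i-BET858 (32.9%) was 31.3% with DESeq2, 35.7% with only the 2 groups compared, 31.4% with the block, 28.0% in replicates 1 and 2, and 24.5 and 27.28% by the other thresholds, and 29.1 to 40.7% with 1 library left out. With 1 library left out, most of these shares lay outside their Wilson intervals, which do not cover the spread between libraries. Both highest shares only with i-BET858 came without replicate 2 of i-BET151.

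Over transcripts called with i-BET151, its effect was 0.826 of that of i-BET858 at 4 h and 0.912 at 24 h, against 0.711 and 0.809. The interaction with i-BET151 gave 2072 transcripts in replicates 1 and 2, against 1217. The first component held 30.2% of the variance over all genes and 58.6% with variance-stabilized values, and 42.2% (without replicate 1) to 60.5% (without replicate 3) with a replicate number left out. The second held 19.9% over all genes, 28.9% with variance-stabilized values, and 22.2 to 31.0% with a replicate number left out.

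Of 32 list results, 26 kept their call with fry and 26 with an estimated correlation. Fry brought 6 past the threshold: SWI/SNF at 4 h (adjusted p = 0.0188) and 24 h (0.0333) and IL6-JAK-STAT3 at 24 h (0.00916) of i-BET858, and TGFβ (0.0245), IL6-JAK-STAT3 (0.00863) and apoptosis genes (0.0458) at 24 h of i-BET151. The correlation was estimated only in the fit without the replicate block, so differences between replicate numbers were part of the spread it came from. With the estimated correlation 6 no longer passed: double-strand break repair at 4 h of i-BET858 (0.684), histone genes at 4 h of each drug (0.375), G2/M at 24 h of each drug (0.713) and S-phase at 24 h of i-BET858 (0.713). S-phase genes also did not pass in replicates 1 and 2 (0.0636). The direction reversed, short of the threshold, for G2/M at 4 h of i-BET858 with total library size (0.809), and at 24 h of i-BET151 for double-strand break repair with total library size (0.966) or at least 10 counts (0.908) and for SWI/SNF with at least 10 counts (0.970). With 1 library left out, the adjusted p of double-strand break repair with i-BET151 was 0.0300 (without its replicate 2) to 0.226 at 4 h and 0.730 to 0.921 at 24 h, where 3 fits reversed. That of G2/M at 4 h was 0.368 to 0.926 with i-BET151 (1 reversed) and 0.551 to 0.984 with i-BET858 (2 reversed). The block changed no list call.

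Of 118 named-gene results, the replicate block left 103 the same and brought 15 past the threshold, and changed no other call. DESeq2 left 117 the same, total library size 112, no filter 110 and all 18 libraries 112. Leaving out 1 library left 645 fits the same, with 40 weaker, 7 stronger and 16 reversed. The log2 fold changes that reversed lay near 0. With total library size they were −0.0114 for MYC at 4 h and −0.0656 for AURKA at 24 h of i-BET858, and −0.00384 for E4F1 at 24 h of i-BET151, which was −0.11 in replicates 1 and 2. FOXM1 at 24 h of i-BET858 was 0.0157 without the filter, 0.0308 with all 18 libraries and 0.00692 with DESeq2 and 2 groups. PLK1 at 24 h of i-BET151 was 0.0106 with all 18 libraries. With 1 library left out, i-BET151 gave −0.12 to 0.21 for ALDH1A1 and −0.0389 to 0.24 for BRD3 at 4 h, and −0.0863 to 0.13 for E4F1, −0.23 to 0.0845 for FOXM1 and −0.13 to 0.14 for PLK1 at 24 h. With i-BET858 it gave −0.0731 to 0.0355 for PSMB5 at 4 h, and −0.0180 to 0.0629 for AURKA and −0.14 to 0.15 for FOXM1 at 24 h.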

Differences from the paper's values

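Of 68 values compared with the paper's, 2 lay outside the tolerance set for them. They were the share of transcripts called only with i-BET151 at 4 h and the change of MYCN at 4 h of i-BET151. The tolerance is not stated here and was not the same for all values. Values inside it could still be apart. Inside it, the first component held 46.0% of the variance, against the paper's 58%, and the second 24.2%, against 30%. With DESeq2's variance-stabilized values they held 58.6% and 28.9%. Also inside it, MAFA rose by 4.41 on the log2 scale at 24 h of i-BET151, against 3.471. Below, within the paper's value means inside this tolerance. The share of changed transcripts called only with i-BET151 at 4 h was 3.47%, against the paper's 5.4%. Of the alternatives set before the data were examined, it was within the paper's value with DESeq2 (5.71%), DESeq2's size factors in edgeR (3.74%), no filter on low counts (5.32%), at least 10 counts in every library (3.74%), only the 2 groups compared (5.08%), all 18 libraries in 1 fit (4.72%), the replicate block (5.99%), and without replicate 1, 2 or 3 of i-BET858 (5.72, 7.48 and 4.21%) or replicate 3 of i-BET151 (5.32%). It stayed apart with total library size (2.94%), the adjusted p alone (1.94%), a fold change of at least 1.5 (2.83%), and without replicate 1, 2 or 3 of DMSO (2.41, 2.80 and 2.89%) or replicate 1 or 2 of i-BET151 (3.45 and 2.29%). Replicates 1 and 2 without replicate 3 (5.10%) and DESeq2 with only the 2 groups compared (6.75%), which were chosen after seeing the values, also came within it.

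The log2 fold change of MYCN at 4 h of i-BET151 was −1.93, against the paper's −1.258. Among the alternatives set before the data were examined, only leaving out replicate 3 of i-BET151 came inside the tolerance. At −1.68 the fall was still larger than the paper's. The others gave −1.83 to −2.10.

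The paper describes G2/M genes as lower at 4 h of i-BET858. Here their median log2 fold change was 0.03 (camera, adjusted p = 0.894), and only total library size gave a lower direction among the settings with all libraries (adjusted p = 0.809). Without a single library, 2 of 6 fits gave a lower direction, and no setting passed the threshold.

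The paper describes c-MYC as not changed by either drug, and reports qRT-PCR in its cell lines with the same outcome. Its listed changed transcripts that could be read all had a fold change of at least 2. At that limit MYC was not called here either. Here MYC was lower at 24 h of i-BET858 (−0.82, adjusted p = 0.0157, from 3.87e-05 to 0.0201 over the alternatives with all replicates), by less than 2-fold. The adjusted p was 0.0686 without replicate 3 of DMSO, 0.0562 without replicate 1 and 0.0607 without replicate 2 of i-BET858.

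The paper reports no fall of AURKA and PLK1. Here both were lower at 4 h of i-BET858, AURKA with a log2 fold change of −0.62 (adjusted p = 0.0189, from 1.51e-04 to 0.0301 over the alternatives with all replicates) and PLK1 with −0.54 (adjusted p = 0.00846, from 9.89e-04 to 0.0208), each by less than 2-fold. The adjusted p of AURKA was 0.0916, 0.0503 and 0.0573 without replicate 1 of DMSO, replicate 1 or replicate 3 of i-BET858. The paper reports no fall of ALDH1A1 either, and at 24 h of i-BET151 it was lower here (−0.83, adjusted p = 0.0350, from 7.22e-08 to 0.0494), though not with any of 4 libraries left out (adjusted p up to 0.120). With a fold change of at least 2 required, as in the paper's listed transcripts, AURKA, PLK1 and ALDH1A1 were not called here.

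Of the transcripts whose motifs were enriched, the paper reports only DIDO1 as differentially expressed at 4 h of i-BET858. SMAD4 was lower here too, by less than 2-fold (−0.62, adjusted p = 0.00179, from 2.61e-05 to 0.0068 over the alternatives with all replicates). It was therefore not called at the fold change that the paper's listed transcripts reach.

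In Fig. 2E no value is shown for CCR1 at 4 h of i-BET151. Here it had 0 counts in all 3 treated libraries, at least 5.85-fold lower (adjusted p = 0.0187), from 2.96e-04 to 0.0190 over the other settings, the lowest with DESeq2 and only 2 groups, chosen after seeing the values. Without replicate 1 or 2 of DMSO or replicate 1 or 2 of i-BET151 the adjusted p was 0.0963, 0.0614, 0.0618 and 0.0615.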

Other observations

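The tests of DMSO libraries shared by both comparisons and of a difference between library batches were chosen after the result was seen.

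The 6 libraries of a comparison split into 3 and 3 in 10 ways, so no share can fall below 0.1 and chance cannot be excluded in this way. In each of the 6 comparisons, drug against DMSO or drug against drug, 1 of the 10 splits, the real one, called as many transcripts, and the others called 0. At an unadjusted p under 0.05 the other splits gave at most 1252 transcripts for i-BET858 against DMSO at 4 h, 1601 for i-BET151, 781 and 1007 at 24 h, and 2313 and 1597 for the drugs compared directly, against 6944, 5067, 8406, 7449, 2042 and 1953 in the real splits. Of the 10 splits, 4 part all pairs of replicates as the real one does, and the other 3 of these gave at most 233, 236, 156, 304, 177 and 258. Every split but the real one mixes treated and untreated libraries or both drugs within a group, so that the drug's effect enters the spread. In the remaining 6, differences between replicate numbers also fall between the groups. As many lists as in the real split passed camera's threshold in 7 of 10 splits for i-BET858 at 4 h, 9 for i-BET151 at 4 h, 4 for i-BET858 at 24 h and 6 for i-BET151 at 24 h. These counts do not tell whether the same lists passed, and were adjusted over the lists of a single comparison. Part of the drug's effect also stays between the groups of the other splits, so the counts cannot measure chance. For the list results that rest on camera alone, chance stays open.

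Transcripts called only with i-BET858 moved the same way with i-BET151 in 99.7% at 4 h and 99.4% at 24 h. DMSO libraries shared by both comparisons do not account for this, since simulated i-BET151 libraries without effect gave 57.7% and 56.5%. With i-BET151 effects simulated at a fixed fraction, 1182 transcripts (1135 to 1251 over 20 simulations) were called only with i-BET858 at 4 h, against 1288. At 24 h there were 1008 (942 to 1065), against 1151. These simulations also gave other numbers of i-BET858 calls than the data (2326 to 2407 against 2421 at 4 h, and 3093 to 3216 against 3234 at 24 h), though the fraction does not touch them. The direct comparison gave 55 calls (45 to 66) in these simulations at 4 h against 36, and 2.3 (0 to 7) at 24 h against 11. By the adjusted p alone it gave 82 to 142 at 4 h against 167, and 0 to 14 at 24 h against 36. Only with i-BET151, 63 to 93 were called at 4 h against 87, inside the simulated range, and 134 to 161 at 24 h against 264. The same response at a smaller size with i-BET151 and effects that differ in proportion between genes cannot be told apart, because the simulations do not match the data well enough to decide, a judgement made after their values were seen. Both stay open, and other doses were not analysed here.

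Replicate 3 libraries stood apart from replicates 1 and 2. Taking out each library's trend over GC content left 95.3% of the squared difference, and over transcript length 94.6%, which argues against both as the cause. A difference between library batches, with replicate 3 apart in the same direction in every group, is consistent with the correlation across 12444 genes of that difference between pairs of groups, which was 0.411 at lowest (median 0.529, 15 pairs). The replicates have no batch in the labels. Replicate 3 was entered in the deposit as a block of samples apart from replicates 1 and 2, which does not show when its libraries were prepared. A difference between the cell cultures would give the same correlation.

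Log2 fold changes at 4 h of i-BET858 fell with gene length (rank correlation −0.121 across 12726 genes, which are not independent replicates). Given exon length, GC content and expression, the partial rank correlation was 0.011, and −0.0368, 0.0484 and 0.0259 in replicates 1, 2 and 3. At 24 h it was −0.0199. This argues against slower elongation on long genes as the cause.

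LIF is named by the paper, and NOG, CRB2 and ADGRF1 were among the largest falls. The log2 fold changes were LIF (−4.31, adjusted p = 2.32e-04) and NOG (−3.24, adjusted p = 1.58e-06) at 4 h of i-BET858, and CRB2 (−5.71, adjusted p = 3.06e-05) and ADGRF1 (−5.70, adjusted p = 6.53e-07) at 24 h, by edgeR, lower in 9 of 9 pairs each. Exons of LIF and CRB2 overlap genes on the opposite strand. BRD2 rose by 1.34 (adjusted p = 6.92e-06) at 4 h and 1.00 (adjusted p = 4.6e-04) at 24 h of i-BET858. BRD3 rose by 0.51 (adjusted p = 0.0105) at 24 h. Exons of BRD2 and BRD3 overlap other genes. At 24 h CCR1 had 6, 15 and 40 counts in DMSO and 0 in all treated libraries, at least 8.59-fold lower with i-BET858 and 7.97-fold lower with i-BET151, and did not pass edgeR's filter on low counts (DESeq2, adjusted p = 1.74e-04 and 2.86e-04).

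Of the 43 S-phase genes, 32 were lower at 24 h of i-BET858 (median −0.29, camera, adjusted p = 0.0127), and 28 with i-BET151 (−0.15, adjusted p = 0.263). At 4 h, 25 were lower with each drug (−0.17, adjusted p = 0.572, and −0.07, adjusted p = 0.637). With the adjustment over the list alone, 21 and 9 had an adjusted p under 0.05 at 4 h and 20 and 17 at 24 h, against 17, 8, 19 and 15 over all genes. The S-phase medians of replicates 1 and 2 at 24 h were −0.21 and −0.10, and those of replicate 3 were −0.32 and −0.23. Compared directly at 24 h, S-phase genes were lower with i-BET858 (−0.16, camera, adjusted p = 6.07e-05, or 0.0595 with fry). Histone genes were higher (0.40, adjusted p = 8.34e-08, or 0.0326 with fry) and SWI/SNF genes lower (−0.16, adjusted p = 0.00704, or 0.0325 with fry). At 4 h IL6-JAK-STAT3 genes were higher with i-BET858 (0.14, adjusted p = 0.00498, or 0.0325 with fry), SWI/SNF genes lower (−0.06, adjusted p = 0.0411, or 0.126 with fry) and histone genes higher (0.42, adjusted p = 3.7e-05, or 0.281 with fry).

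Of the paper's 1148 transcripts listed for i-BET151 at 4 h in its Supplementary Table S3, 1044 were tested here, 945 (90.5%) were called and 1044 moved in the same direction. Across these genes the correlation of the log2 fold changes was 0.995.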
